# NGF-TrkA signaling dictates neural ingrowth and aberrant osteochondral differentiation after soft tissue trauma

**DOI:** 10.1038/s41467-021-25143-z

**Published:** 2021-08-16

**Authors:** Seungyong Lee, Charles Hwang, Simone Marini, Robert J. Tower, Qizhi Qin, Stefano Negri, Chase A. Pagani, Yuxiao Sun, David M. Stepien, Michael Sorkin, Carrie A. Kubiak, Noelle D. Visser, Carolyn A. Meyers, Yiyun Wang, Husain A. Rasheed, Jiajia Xu, Sarah Miller, Amanda K. Huber, Liliana Minichiello, Paul S. Cederna, Stephen W. P. Kemp, Thomas L. Clemens, Aaron W. James, Benjamin Levi

**Keywords:** Growth factor signalling, Peripheral nervous system, Bone

## Abstract

Pain is a central feature of soft tissue trauma, which under certain contexts, results in aberrant osteochondral differentiation of tissue-specific stem cells. Here, the role of sensory nerve fibers in this abnormal cell fate decision is investigated using a severe extremity injury model in mice. Soft tissue trauma results in NGF (Nerve growth factor) expression, particularly within perivascular cell types. Consequently, NGF-responsive axonal invasion occurs which precedes osteocartilaginous differentiation. Surgical denervation impedes axonal ingrowth, with significant delays in cartilage and bone formation. Likewise, either deletion of *Ngf* or two complementary methods to inhibit its receptor TrkA (Tropomyosin receptor kinase A) lead to similar delays in axonal invasion and osteochondral differentiation. Mechanistically, single-cell sequencing suggests a shift from TGFβ to FGF signaling activation among pre-chondrogenic cells after denervation. Finally, analysis of human pathologic specimens and databases confirms the relevance of NGF-TrkA signaling in human disease. In sum, NGF-mediated TrkA-expressing axonal ingrowth drives abnormal osteochondral differentiation after soft tissue trauma. NGF-TrkA signaling inhibition may have dual therapeutic use in soft tissue trauma, both as an analgesic and negative regulator of aberrant stem cell differentiation.

## Abstract (web summary)

Soft tissue trauma can result in aberrant osteochondral differentiation of local mesenchymal progenitor cells. Here the authors show that, in mice, soft tissue trauma results in NGF expression by perivascular cells, which leads to axonal invasion and drives abnormal osteochondral differentiation, and show that this process can be prevented by inhibition of NGF signaling.

## Introduction

Soft tissue trauma such as musculoskeletal polytrauma, central nervous system trauma, or extensive burn injury causes the pathologic formation of cartilage and bone outside the skeleton, termed heterotopic ossification (HO)^1–10^. Trauma-induced HO can be conceived of as a tissue repair process gone awry, with abnormal differentiation of predominantly local mesenchymal progenitor cells, which inappropriately form bone via either endochondral or intramembranous ossification^11^. In its more severe manifestations, HO can induce chronic pain, impair wound healing, increase medical care utilization, lead to disability, and reduce the quality of life^11,12^. Treatment options for primary or recurrent HO are sparse^13^, and medical therapies for HO are essentially limited to non-steroidal anti-inflammatory drugs and low-dose radiation^11^. Pain precedes HO in sporadic forms^14–16^, and even rare genetic forms^17–19^, which is often out of proportion to clinical examination. Given these clinical observations, we hypothesized that sensory innervation would play a pathoetiogenic role in trauma-induced HO.

A central mediator of bone pain is the nerve growth factor (NGF), which transmits nociceptive signals either by directly activating tropomyosin receptor kinase A (TrkA)-expressing nociceptive fibers or through indirect mechanisms, enhancing the response of other pain pathways^20,21^. Following activation, NGF–receptor complexes are internalized by endocytosis and form specialized signaling vesicles that undergo long-distance, retrograde transport from the distal axon to the cell body via the signaling endosome^22^. In the developing or injured mouse skeleton, TrkA-expressing sensory neurons invade the long bone perichondrium/periosteum at sites of NGF expression, where they are required for subsequent expansion and differentiation of skeletal progenitors accompanied by vascular assembly^23,24^. In lower vertebrates, an analogous paradigm for peripheral innervation appears to operate during tissue regeneration. For example, the regeneration of limbs of certain starfish and amphibians, and healing of fish scales and barbells all depend on neural inputs^25–27^. More recent studies show that mouse digit tip regeneration may likewise represent a peripheral nerve-dependent event^28–30^. Several preclinical studies in bone morphogenetic protein 2 (BMP2)-induced HO implicate peripheral nerves as a potential cellular contributor to HO formation^31–33^. Yet, a fundamental understanding of how peripheral innervation modulates abnormal mesenchymal stem cell fate decisions after trauma is lacking.

Here, we sought to define the regulatory role of neural inputs in a previously characterized trauma-induced HO model of aberrant cell fate^34–36^. During HO disease progression, NGF was expressed in several cell types, particularly vascular smooth muscle cells (SMCs) and pericytes, driving progressive sensory and sympathetic axonal invasion of the HO site. Surgical denervation impeded axonal ingrowth, abrogating endochondral bone formation within the injured soft tissue. Similarly, two transgenic animal models to interrupt NGF-TrkA signaling inhibited osteocartilaginous differentiation and blunted HO evolution. A clinically relevant small-molecule inhibitor of TrkA likewise abolished this aberrant cell fate differentiation mitigating HO formation. To explain these observations, single-cell sequencing (scSeq) suggested a shift from transforming growth factor-β (TGFβ) to fibroblast growth factor (FGF) signaling activation among pre-chondrogenic cells following the loss of neural inputs. Finally, analyses of human pathologic specimens and databases confirmed the relevance of NGF-TrkA signaling in human disease. In sum, NGF-responsive, TrkA-expressing peripheral neurons positively regulate trauma-induced HO. These findings suggest that NGF-TrkA signaling inhibition may have dual therapeutic use in soft tissue trauma, both as an analgesic and a negative regulator of aberrant stem cell differentiation.

## Results

### Axonal invasion accompanies aberrant cell fate seen in post-traumatic HO

The temporospatial patterning of peripheral nerves during the course of heterotopic bone formation was first examined in a previously validated mouse model of trauma-induced HO^34–36^. Here, Achilles tenotomy coupled with a dorsal burn injury to incite systemic inflammation results in pathologic endochondral ossification of the tenotomy site over a defined 9-week period. Sagittal cross sections of mice hindlimb were examined, focusing on the distal tenotomy site (Fig. 1a). As we have previously reported, a phasic disease process ensues after injury, which recapitulates human disease, including a fibroproliferative phase (1 week) (Fig. 1b, c), cartilaginous phase (3 weeks) (Fig. 1d, e), and osseous phase (9 weeks) (Fig. 1f, g).

**Fig. 1:**
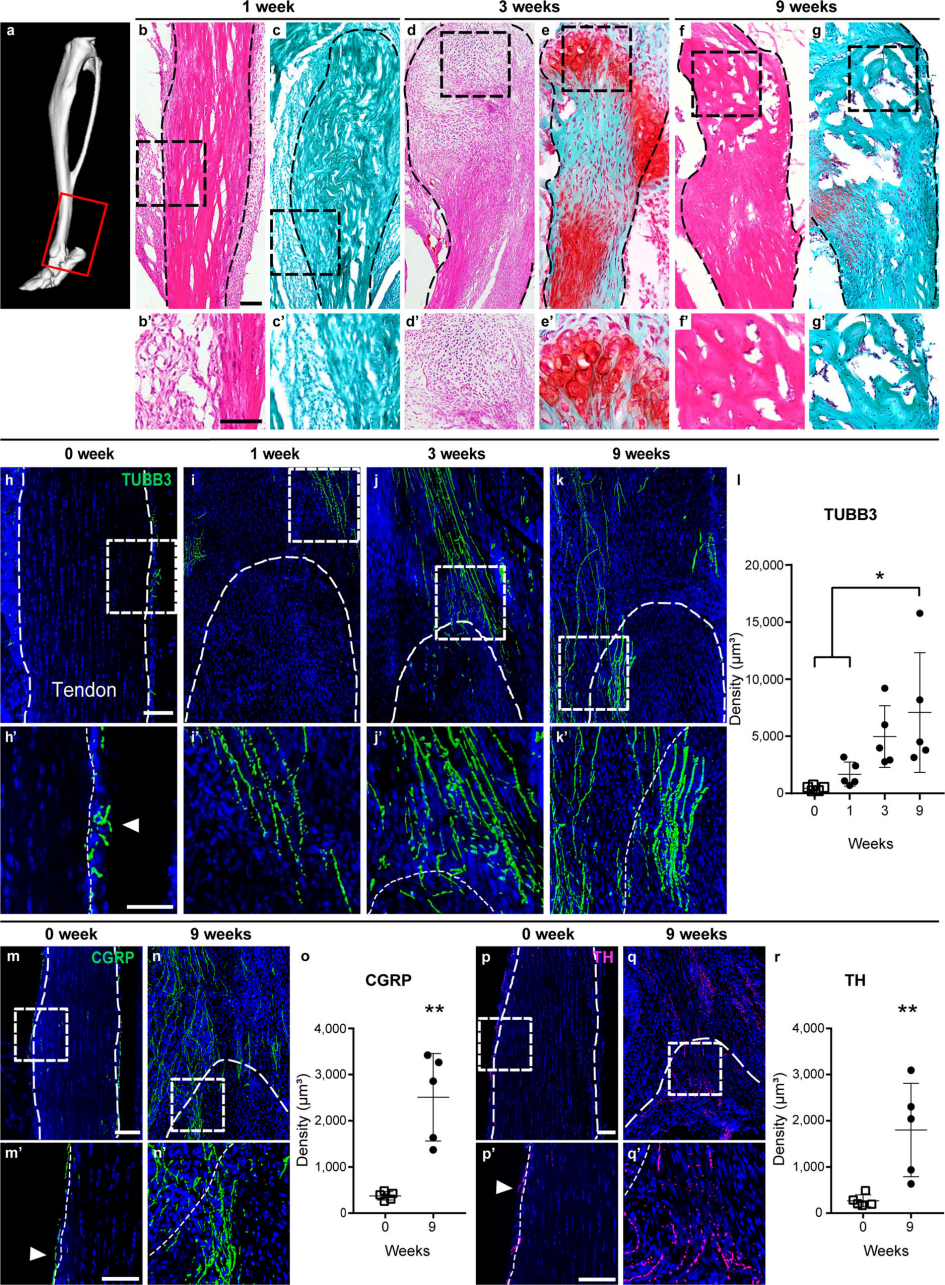
Progressive axonal invasion accompanies post-traumatic heterotopic ossification (HO). **a** μCT reconstruction demonstrating location of analyses at the distal Achilles tendon. Red box represents the region of interest. **b**–**g** Illustration of endochondral ossification after HO induction, within the distal tenotomy site among mice subjected to combination tenotomy plus dorsal burn (burn/tenotomy). Dashed black line indicates the margin of the Achilles tendon. Dashed black box shows the high magnification images in panels (**b′**–**g′**). The progression of heterotopic ossification (HO) via an endochondral process, as visualized using sagittal sections of the distal tenotomy site. Tile scans appear above, while high magnification images are below. **b**, **c** Fibroproliferative phase at 1 week post injury, as shown by **b** hematoxylin and eosin (H&E) and (**c**) Safranin O-Fast Green (SO/FG) staining. **d**, **e** Cartilaginous phase at 3 weeks post injury, as shown by **d** H&E and **e** SO/FG staining. **f**, **g** Osseous phase at 9 weeks post injury, as shown by **f** H&E and **g** SO/FG staining. **h**–**k** Pan-neuronal Beta III Tubulin (TUBB3) immunohistochemical stains within representative sagittal sections of the distal tenotomy site, shown at 1, 3, and 9 weeks post injury in relation to uninjured control (0 week). **l** Quantification of TUBB3^+^ nerve density within the injury site over the time course of HO formation (uninjured versus 9 weeks, *p = 0.017; 1 week versus 9 weeks, *p = 0.049). **m**, **n** Immunohistochemical staining for the peptidergic fiber marker calcitonin gene-related peptide (CGRP) at 9 weeks post injury in relation to uninjured control. **o** Quantification of CGRP^+^ nerve density (**p = 0.001). **p**, **q** Immunohistochemical staining for the sympathetic fiber marker tyrosine hydroxylase (TH) at 9 weeks post injury in relation to uninjured control. **r** Quantification of TH^+^ nerve density (**p = 0.009). Scale bars: 100 μm. Tile scans are presented above and dashed white lines indicate the margins of the Achilles tendon. Dashed white boxes represent the high magnification images shown below. White arrowheads show nerve fibers in the uninjured peritenon. For all graphs, each dot represents a single analyzed animal, with mean ± 1 SD indicated. *N* = 5 animals per analysis, per timepoint. Statistical analysis was performed using a two-sided one-way ANOVA with post hoc Tukey’s test (**l**) or two-way Student’s *t* test (**o**, **r**). Source data are provided as a Source Data file.

Nerve fibers within the HO site were first examined, using the pan-neuronal marker Beta III Tubulin (TUBB3) on sagittal sections of the distal tenotomy site (Fig. 1h–k). Inconspicuous TUBB3^+^ nerve fibers were found primarily within the peritenon of the uninjured Achilles tendon (Fig. 1h). A gradual increase in TUBB3^+^ nerve fibers was observed to invade the distal tenotomy site at 1, 3, and 9 weeks post injury (Fig. 1i–k). Quantification of TUBB3^+^ nerve fiber density confirmed these findings, demonstrating a mean 315%, 1128%, and 1650% increase in nerve density over baseline at 1, 3, and 9 weeks, respectively (Fig. 1l). Nerve fiber type was next characterized using immunohistochemical detection of either the sensory nerve marker calcitonin gene-related peptide (CGRP) or the sympathetic marker tyrosine hydroxylase (TH) (Fig. 1m–r). Inconspicuous CGRP^+^ nerve fibers were present in the peritenon at baseline (Fig. 1m), and had conspicuously increased at the outskirts of the injured tendon at the study endpoint (Fig. 1n). This reflected a 569% increase in CGRP^+^ nerve density (Fig. 1o). Similar patterns were observed among TH^+^ sympathetic fibers, which were less frequent within the uninjured peritenon (Fig. 1p), but conspicuously increased at the tenotomy site over 9 weeks (Fig. 1q). This reflected a 572% increase in TH^+^ nerve density over the study period (Fig. 1r). Thus, progressive axonal invasion accompanies post-traumatic heterotopic bone, composed of both peptidergic and sympathetic autonomic fibers.

### Proximal neurectomy abrogates post-traumatic aberrant cell fate

In order to interrogate the requirement for axonal invasion, HO induction was performed in the context of surgical denervation. Here, HO induction was performed with or without ipsilateral sciatic nerve transection proximal to the trifurcation of the nerve (Fig. 2a). von Frey testing confirmed mechanical hypoalgesia within denervated animals (Supplementary Fig. S1a, 21.2% delay in paw withdrawal). As expected, among sham-operated conditions, TUBB3^+^ nerve fibers again showed progressive invasion of the HO site at 1, 3, and 9 weeks post injury in relation to 0-week control. In comparison, this progressive ingrowth was not seen among denervated HO sites (Fig. 2b–h). Quantitative histologic analysis was next performed using TUBB3-immunostained sections (Fig. 2i). This was quantified, demonstrating a progressive increase in overall TUBB3 immunoreactivity across the study period (303%, 1224%, and 1286% increase at 1, 3, and 9 weeks, respectively, in relation to control), while no significant increase in nerve fiber frequency was observed within denervated animals across this time course (Fig. 2i, 79% reduction at 9 weeks in comparison to sham-operated animals). These findings were confirmed using immunohistochemical identification of CGRP^+^ sensory fibers and TH^+^ sympathetic fibers within the HO site (Fig. 2j–o). CGRP immunostaining and quantitative analysis of the HO site demonstrated complete inhibition of CGRP^+^ fiber ingrowth (Fig. 2j–l, 66% reduction in CGRP immunostaining). A concordant and complete abrogation of TH^+^ fiber ingrowth was also observed, using TH immunohistochemistry and quantitative analysis (Fig. 2m–o, 68% reduction in TH immunostaining).

**Fig. 2:**
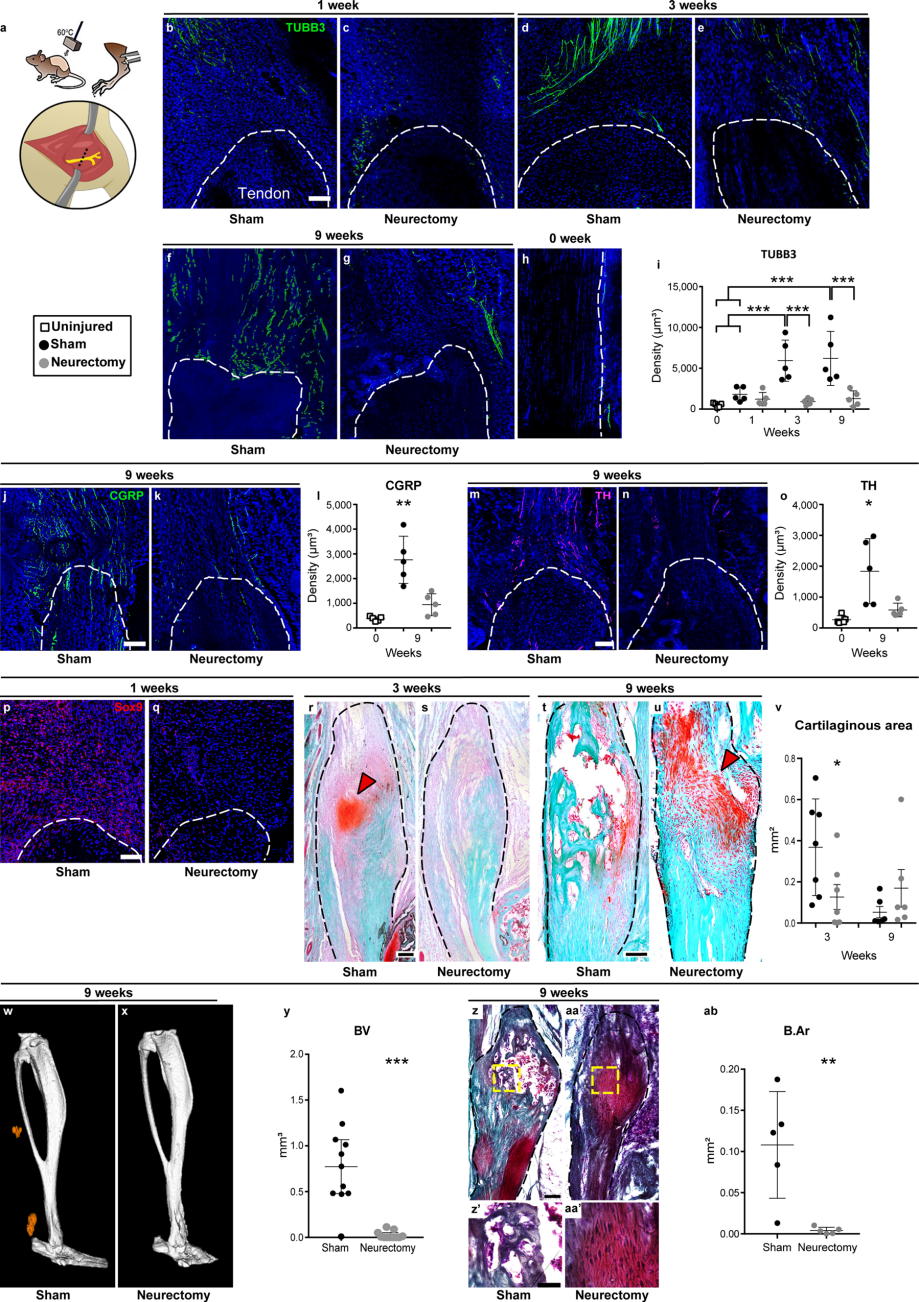
Surgical denervation inhibits heterotopic ossification (HO). **a** Schematic representation of HO induction, including Achilles tenotomy with dorsal burn (burn/tenotomy) with or without proximal sciatic neurectomy. **b**–**h** Pan-neuronal Beta III Tubulin (TUBB3) immunohistochemical stains within representative sagittal sections of the distal tenotomy site. Images are shown at 1, 3, and 9 weeks post injury, with concomitant sham or neurectomy surgery, in relation to uninjured control. The dashed white lines indicate the margins of the Achilles tendon. **i** TUBB3^+^ nerve density at the HO site, among sham or neurectomy groups (***p < 0.001). *N* = 5 animals per group. **j**, **k** Immunohistochemical staining for the peptidergic fiber marker calcitonin gene-related peptide (CGRP) at 9 weeks post injury, neurectomy in relation to sham control. **l** Quantification of CGRP^+^ nerve density (**p = 0.0013). *N* = 5 animals per group. **m**, **n** Immunohistochemical staining for the sympathetic fiber marker tyrosine hydroxylase (TH) at 9 weeks post injury, neurectomy in relation to sham control. **o** Quantification of TH^+^ nerve density (*p = 0.024). *N* = 5 animals per group. **p**, **q** SOX9 immunofluorescent stainings at 1 week, among sham or neurectomy groups. Dashed white lines indicate the margins of the Achilles tendon. **r**–**u** Safranin O/Fast green staining among sagittal cross sections of the distal tenotomy site at 3 and 9 weeks post injury. Dashed black lines indicate the margins of the Achilles tendon. Cartilage appears orange (red arrowhead). **v** Quantification of cartilaginous area within the HO site (*p = 0.027). *N* = 6 animals per group, except for 3 weeks Sham group (*N* = 7 animals). **w**, **x** μCT reconstruction of bone formation within the injured tendon among sham or sciatic neurectomy groups at 9 weeks post injury. Heterotopic bone appears orange, while native bone appears white. **y** μCT quantification of heterotopic bone volume (BV), 9 weeks post injury (***p < 0.001). *N* = 11 animals per group. **z**, **aa** Modified Goldner’s trichrome staining among sagittal sections of sham or neurectomy groups, 9 weeks post injury. Dashed yellow boxes represent the high magnification images shown below. **ab** Histomorphometric quantification of bone area (B.Ar) within the HO site (**p = 0.0071). *N* = 5 animals per group. Scale bars: 100 μm. For all graphs, each dot represents a single animal, with mean ± 1 SD indicated. Statistical analysis was performed using a two-way Student’s *t* test, with the exception of (**i**), in which a two-sided one-way ANOVA with post hoc Tukey’s test was employed. Source data are provided as a Source Data file.

The effects of denervation on cartilage and bone formation were next assessed. Sagittal sections of the injured tendon were immunostained with SOX9 and stained with Safranin O to detect cartilage within the developing HO site (Fig. 2p–v). At 1 week post injury, increased SOX9 immunoreactivity was found among sham-operated sites, but not denervated injury sites (Fig. 2p, q). At 3 weeks, sham-operated animals showed an accumulation of stained cartilage glycosaminoglycans, but not in neurectomized animals (Fig. 2r, s). At 9 weeks, frank bone formation was observed within sham-operated control tissues, while cartilage was now observed among denervated hindlimbs (Fig. 2t, u). These findings of delayed endochondral ossification were quantified using histomorphometric analysis of serial sections to delineate cartilaginous area (C.Ar) within the injured site (Fig. 2v). Under sham-operated conditions, cartilaginous tissue areas were prominent at 3 weeks and barely detected at 9 weeks as endochondral ossification progressed. In contrast, cartilaginous tissue was much reduced at 3 weeks (Fig. 2v, 66% reduction in C.Ar in comparison to sham-operated animals) in denervated specimens. Residual cartilage was confirmed at 9 weeks among denervated animals. This reduction in endochondral ossification was confirmed using microcomputed tomography (μCT), assessed at the study endpoint (Fig. 2w, x). Across all samples, extraskeletal ossification was apparent in sham-operated specimens, but not in denervated specimens, which was confirmed by a significant reduction in bone volume (BV) by μCT analysis (Fig. 2y, 97% reduction among denervated animals). Essentially complete abrogation of ossification was confirmed using sagittal sections stained with modified Goldner’s trichrome (Fig. 2z, aa). Likewise, histomorphometric assessment of bone area (B.Ar) confirmed that proximal neurectomy completely abrogated heterotopic bone at this time (Fig. 2a, b, 96% reduction among denervated animals).

Given the prominent reduction of HO formation with surgical denervation, we further examined potential changes in motor function among sham- or neurectomy-treated animals. Overall changes in movement among denervated animals were not conspicuous, and, in fact, video-tracking analysis found a slight increase in overall activity among denervated animals (Supplementary Fig. S2). Thus, peripheral innervation is necessary for the aberrant cell differentiation program that occurs in traumatic HO without significant changes in overall animal activity.

### Soft tissue trauma induces perivascular NGF expression

Having demonstrated the necessary role of nerve fibers in traumatic HO, we next set out to elucidate the signals that stimulated this nerve ingrowth after injury. NGF is the primary neurotrophin that stimulates skeletal sensory nerve ingrowth^23,24^. To provide detailed dynamic expression analysis, scSeq at the site of HO formation was performed and analyzed prior to injury (day 0) and at the early timepoints of 3, 7, and 21 days after injury in relation to uninjured control (Fig. 3 and Supplementary Fig. S3). Nine cell clusters were defined, which broadly included three mesodermal populations (pericyte/vascular SMC, mesenchymal, and skeletal muscle precursor), two endothelial populations (endothelial and endothelial lymphatic), and four inflammatory cell populations (macrophage, B cell, T cell, and neutrophil) (Fig. 3a, b and Supplementary Fig. S3). Specific interrogation of *Ngf* expression was performed across cell clusters and across timepoints. A pericyte/vascular SMC population typified by *Acta2* (*actin alpha 2, smooth muscle*) and *Myh11* (*myosin heavy chain 11*) expression represented the primary source of *Ngf* at baseline and after injury (Fig. 3c, d, mean normalized *Ngf* expression of 0.4; *Ngf* detected in 39% of cells). To a much lesser extent, a mesenchymal population represented sources of *Ngf* transcripts, also characterized by the gene markers *Pdgfra* (*platelet-derived growth factor receptor alpha*) and *Prrx1* (*paired related homeobox 1*) (mean normalized *Ngf* expression of 0.04; *Ngf* expressed in 7.4% of cells). Other populations demonstrated rare to an absent expression of *Ngf*, including *Pecam1* (*platelet and endothelial cell adhesion molecule 1*)^+^ endothelial cells, and individual inflammatory cell populations (cells not belonging to the pericyte/SMC or mesenchymal clusters showed mean normalized *Ngf* expression of 0.009, detected in 1.2% of cells). Subclustering among the highest expressing *Ngf*-expressing pericyte/SMC population confirmed that two subclusters were present (Fig. 3e), which included *Pdgfrb* (*platelet-derived growth factor receptor beta*)^high^ *Prrx1*^high^ *Abcc9* (*ATP-binding cassette, sub-family C, member 9*)^+^ pericytes and *Acta2*^high^ *Pln* (*phospholamban*)^+^ *Myh11*^high^ vascular SMCs (Fig. 3f). Of these two subclusters, vascular SMCs demonstrated the highest *Ngf* expression at baseline (for SMCs, mean normalized *Ngf* expression of 0.52; *Ngf* detected in 41% of the cells; for pericytes, mean normalized *Ngf* expression of 0.28; *Ngf* detected in 23% of the cells), and both pericytes and vascular SMCs demonstrated induction of *Ngf* expression after injury (Fig. 3g). Known receptors for NGF were next assessed in the same dataset (Supplementary Fig. S4). The high-affinity receptor neurotrophic receptor tyrosine kinase 1 (*Ntrk1*) encoding TrkA revealed essential absent expression across all sampled cells (Supplementary Fig. S4a, b, mean normalized expression 0.2% of cells). The low-affinity receptor *Ngfr* was primarily expressed in the pericyte/vascular SMC cluster (Supplementary Fig. S4c, d, mean normalized expression 0.3, expressed in 30% of cells), and lowly expressed in all other cell clusters (mean normalized expression 0.017, expressed in 1.6% of cells). Thus, in this model that couples nerve ingrowth and aberrant mesenchymal cell differentiation, perivascular cells demonstrate the highest *Ngf* expression.

**Fig. 3:**
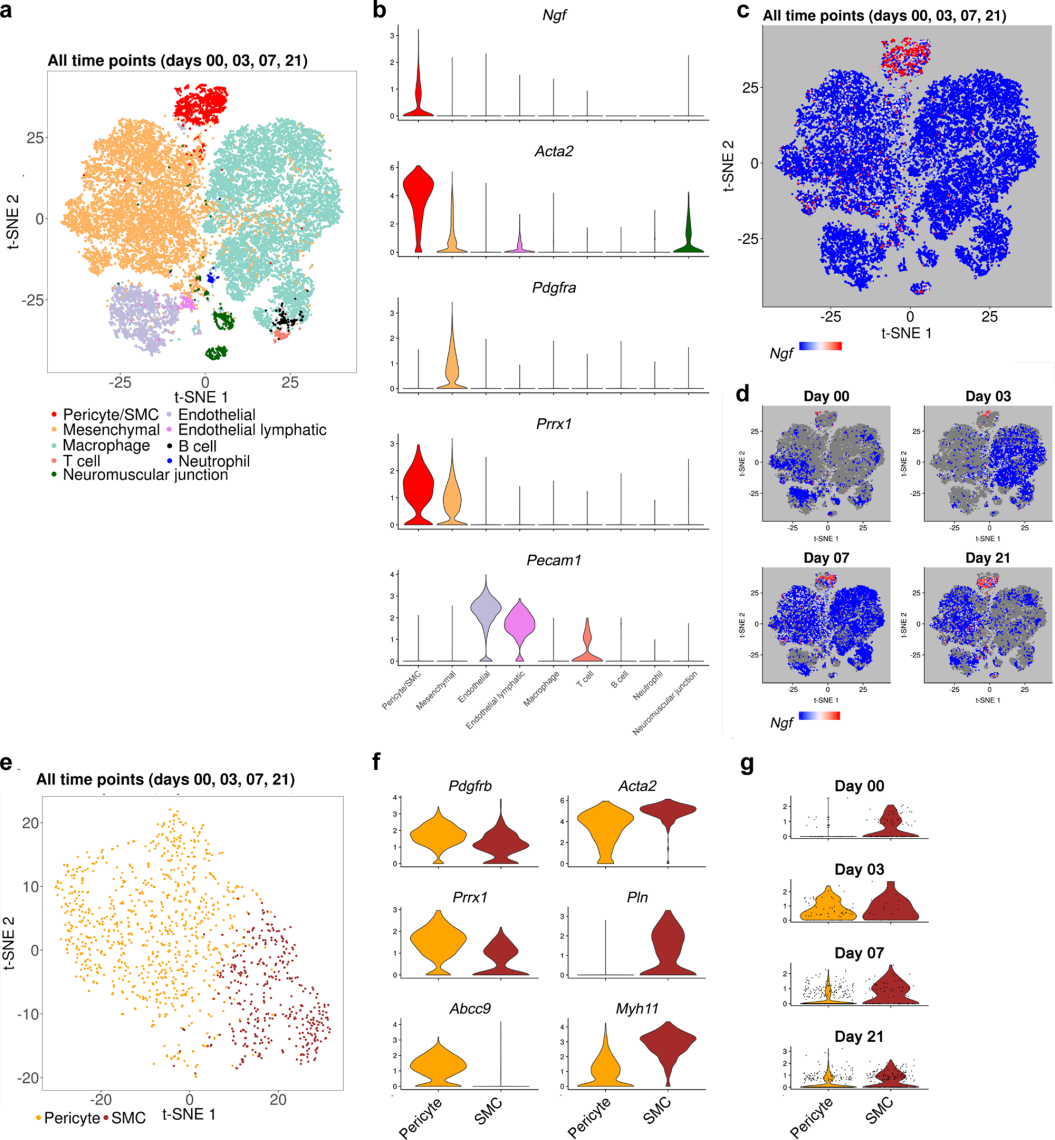
The primary sources for *nerve growth factor (Ngf*) during early HO evolution are pericytes and vascular smooth muscle cells (SMCs). C57BL/6J mice were subjected to HO induction, and the injury site was examined by single-cell RNA-sequencing (scRNA-seq) up to 21 days thereafter. **a**, **b** t-Distributed stochastic neighbor embedding (t-SNE) plots of pooled cells from four time points after HO induction (including days 0, 3, 7, and 21), along with violin plots to demonstrate characteristic gene markers among nine cell clusters. See Supplementary Fig. S3 for additional gene markers that typify each cluster. **c**, **d** *Ngf* expression within t-SNE plots either **c** among pooled across all timepoints or **d** at each time point individually. **e** Subclustering among the pericyte/SMC cell population by t-SNE plot reveals two main cell populations (cells pooled across all timepoints). **f** Genes of interest define the two sub-population as pericytes (yellow) and vascular SMCs (brown). **g** Violin plots demonstrating *Ngf* expression across time in pericyte and vascular SMC subclusters. Both pericytes and SMCs demonstrate *Ngf* expression, with vascular SMCs providing the most basal *Ngf* in uninjured tissue (day 0). Cells isolated from *N* = 4 animals for days 0, 7, and 21; *N* = 3 animals for day 3.

To confirm this enrichment in *Ngf* transcripts among distinct cell populations during HO genesis, we next analyzed a NGF-eGFP reporter animal^37^. This model expresses an enhanced green fluorescent protein (eGFP) driven by the mouse NGF promoter that regulates the transcription for the entire NGF gene, including pro-NGF, mature NGF, and a variety of splice variants from the pre-pro-NGF gene. Here, sagittal cross sections of the transgenic reporter hindlimb were evaluated, focusing on the distal tenotomy site in comparison to uninjured limbs (Fig. 4a). Within the uninjured Achilles tendon, essentially no NGF reporter activity was observed within the tendon body, and inconspicuous reporter activity was present within the surrounding soft tissue (Fig. 4b). One week after tenotomy and during the fibroproliferative phase, conspicuous NGF reporter activity was present surrounding the distal tenotomy site (Fig. 4c). During HO progression and at the 3-week timepoint, NGF reporter activity remained elevated in the reactive zone around the tenotomy site (Fig. 4d). Within the osseous phase (9 weeks), NGF reporter activity had waned, but was still elevated above baseline (Fig. 4e). Protein expression of NGF was next evaluated at the injury site by a combination of immunohistochemistry, western blot, and enzyme-linked immunosorbent assay (ELISA) (Supplementary Fig. S5). NGF immunohistochemistry was performed on NGF-eGFP reporter sections, demonstrating a high degree of overlap at 1 week post injury (Supplementary Fig. S5a–c). Western blotting for NGF and pro-NGF confirmed an increase at 7 day post injury (Supplementary Fig. S5d–f). Quantitative analysis of pro-NGF by ELISA confirmed these findings (Supplementary Fig. S5g). Next, the expression of pTrkA was analyzed within the ipsilateral lumbar dorsal root ganglia (DRGs) corresponding to the injured area of the Achilles tendon (Supplementary Fig. S6). Here, a 7.52-fold increase in pTrkA immunoreactivity was observed 48 h post injury.

**Fig. 4:**
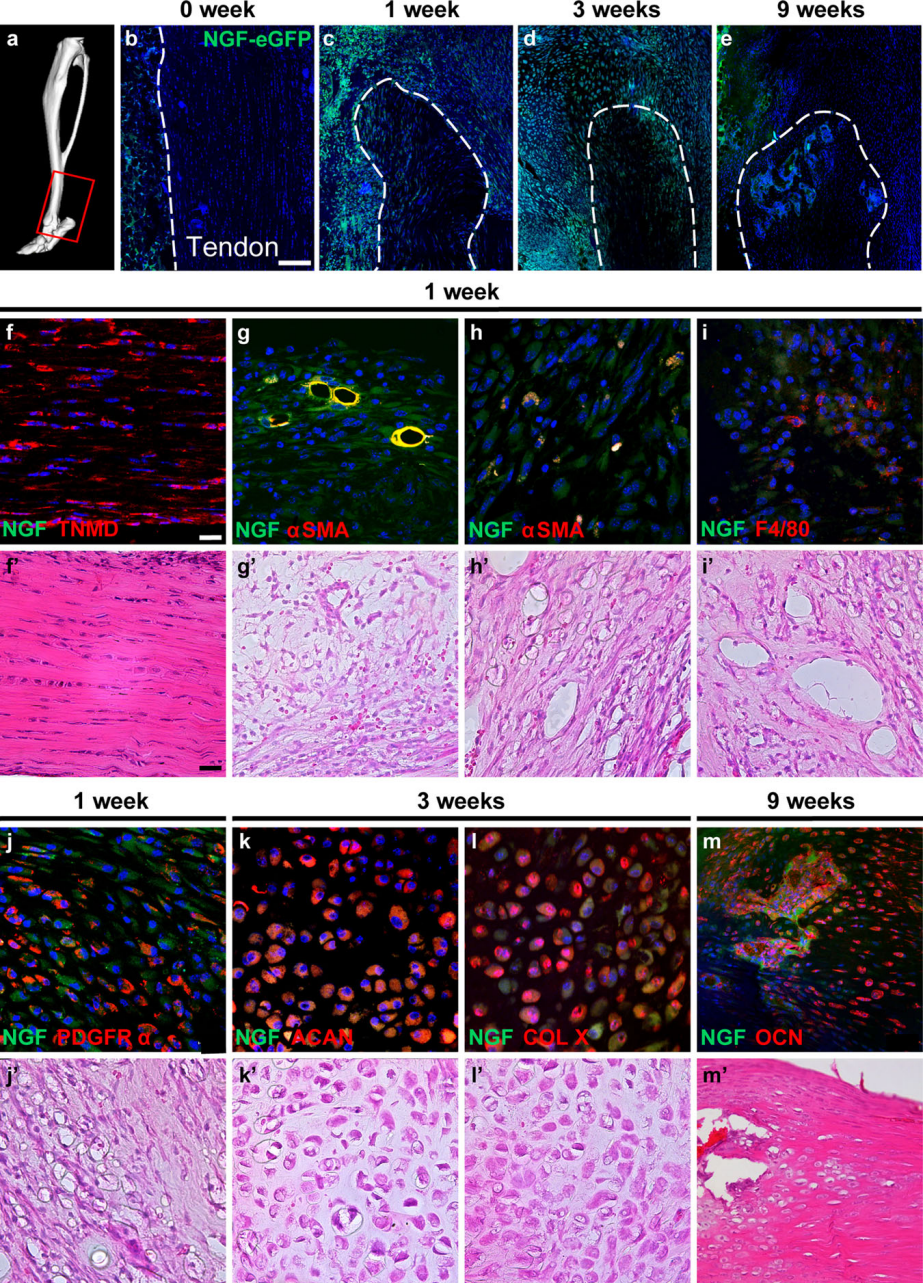
NGF-eGFP reporter activity during heterotopic ossification (HO). NGF-eGFP reporter animals were subjected to HO induction and analyzed at 1, 3, and 9 weeks post injury. **a** μCT reconstruction demonstrating the location of histology at the distal tenotomy site. The red box represents the region of interest. **b**–**e** Representative tile scans of NGF-eGFP reporter activity within the distal tenotomy site at 1, 3, and 9 weeks post injury. Reporter activity appears green, while nuclear counterstain appears blue. Uninjured control is shown for comparison. Dashed white lines indicate margins of the Achilles tendon. White scale bars: 100 μm. **f**–**m** Cell sources of NGF, using immunohistochemical analysis of NGF-eGFP reporter sections. For all images, immunohistochemical staining appears red or yellow, while NGF reporter activity appears green. Nuclear counterstain appears blue. Corresponding H&E images are shown below (**f'**–**m'**). **f**–**j** Analyses at 1 week post injury, including **f** tenomodulin (TNMD), **g**, **h** smooth muscle actin (SMA) among perivascular cells (**g**) and non-vascular fibroblastic cells (**h**), **i** platelet-derived growth factor receptor-α (PDGFRα), and **j** F4/80. **k**, **l** Analyses at 3 weeks post injury, including **k** Aggrecan (ACAN) and (**l**) Type X Collagen (Col X). **m** Analysis at 9 weeks post injury, including osteocalcin (OCN). White and black scale bars: 50 μm. *N* = 3 animals per timepoint.

Immunohistochemical staining of NGF-eGFP reporter sections with cell type-specific antibodies was next performed (Fig. 4f–m). Within sections at 1 week, tenomodulin (TNMD)^+^ tenocytes were essentially reporter negative (Fig. 4f). Consistent with scSeq findings, α-smooth muscle actin (αSMA)^+^ perivascular cells showed the highest intensity of NGF reporter activity (Fig. 4g). To a lesser extent, fibroblastic spindle cells not connected to the vasculature demonstrated less strong NGF reporter activity, some of which expressed αSMA (Fig. 4h) and some of which expressed PDGFRα (Fig. 4i). Within this reactive zone, occasional F4/80^+^ macrophages also demonstrated NGF reporter activity (Fig. 4j). During the progression of HO, the cartilage anlagen was next examined (Fig. 4k, l). At the 3-week timepoint, Aggrecan (ACAN)^+^, Type X Collagen (Col X)^+^ chondrocytes showed some weak and nonuniform NGF reporter activity (Fig. 4k, l). At the 9-week timepoint, mature bone was observed, and osteocalcin (OCN)^+^ osteoblasts and osteocytes showed some reporter activity (Fig. 4m). Thus, using dynamic single-cell transcriptomics as well as specific NGF reporter animals, an acute increase in NGF expression accompanies post-traumatic HO. Moreover, this soft tissue injury results in an increase in local NGF protein expression, as well as increased phosphorylation of TrkA within the DRG whose axons supply this anatomic region.

### *Ngf* deletion inhibits HO

We next set out to characterize the requirement of NGF expression for heterotopic bone formation. For this purpose, *Ngf* ^fl/fl^ animals were treated within the injury site with adenovirus-encoding Cre recombinase (Ad-Cre), while *Ngf* ^fl/fl^ littermates received Ad-GFP as a vector control (Fig. 5a). Validation of recombination was performed using membranous TdTomato/membranous GFP (mT/mG) reporter animals, in which Ad-Cre demonstrated significant recombination within the tenotomy site at 3 days post operation, appearing green (Fig. 5b, c). In addition, some systemic distribution of adenovirus was confirmed, including most prominently in the lung and liver (Supplementary Fig. S7). Animals with or without *Ngf* deletion were subjected to HO induction, with assessments performed at 9 weeks post injury. The robust axonal invasion was observed under control conditions with Ad-GFP treatment (Fig. 5d, e), which was severely diminished among Ad-Cre-treated *Ngf* ^fl/fl^ tenotomy sites (Fig. 5f). The frequency of TUBB3^+^ axons within the HO site was quantified, demonstrating a mean 757% increase in nerve fiber frequency among Ad-GFP in comparison to uninjured control (Fig. 5g). In contrast, Ad-Cre-treated *Ngf* ^fl/fl^ tenotomy sites demonstrated no significant increase in TUBB3^+^ nerve fiber frequency over baseline (mean 88% reduction in comparison to Ad-GFP control). Findings were confirmed across both CGRP^+^ sensory fibers and TH^+^ sympathetic fibers (Fig. 5h–m). CGRP^+^ nerve ingrowth showed a conspicuous reduction among Ad-Cre-treated *Ngf* ^fl/fl^ injury sites (Fig. 5h–j, 73% reduction in comparison to Ad-GFP control). Likewise, TH^+^ sympathetic fiber ingrowth was blunted among Ad-Cre-treated *Ngf* ^fl/fl^ tenotomy sites (Fig. 5k–m, 83% reduction in comparison to Ad-GFP-treated control). As observed in other contexts^24^, reduced nerve density may alter vascular ingrowth. To assess injury site vascularity, CD31 immunohistochemical staining was next performed. Ad-Cre-treated *Ngf* ^fl/fl^ tenotomy sites demonstrated a marked reduction in CD31^+^ vascular channels (Supplementary Fig. S8, 81% reduction in comparison to Ad-GFP-treated control). The phenotypic consequence of *Ngf* deletion on bone formation was next assessed. μCT reconstructions demonstrated a significant reduction in ossification among Ad-Cre-treated tenotomy sites in comparison to Ad-GFP-treated controls (Fig. 5n, o), which was confirmed by a significant reduction in BV by μCT analysis (Fig. 5p, mean 60% reduction among Ad-Cre-treated HO sites). A significant reduction in HO was confirmed using sagittal sections stained with modified Goldner’s trichrome (Fig. 5q–s). Histomorphometric assessment of B.Ar confirmed that Ad-Cre-treated *Ngf*  ^fl/fl^ injury sites had significantly less heterotopic bone (Fig. 5s, 63% reduction among Ad-Cre-treated injury sites). Lastly, a significant reduction in OCN immunoreactivity was observed among Ad-Cre-treated tenotomy sites (Fig. 5t,u). Thus, *Ngf* deletion impairs axonal ingrowth into the injured site, with a concomitant reduction in the pathologic process of trauma-induced heterotopic bone formation, which phenocopies proximal nerve transection.

**Fig. 5:**
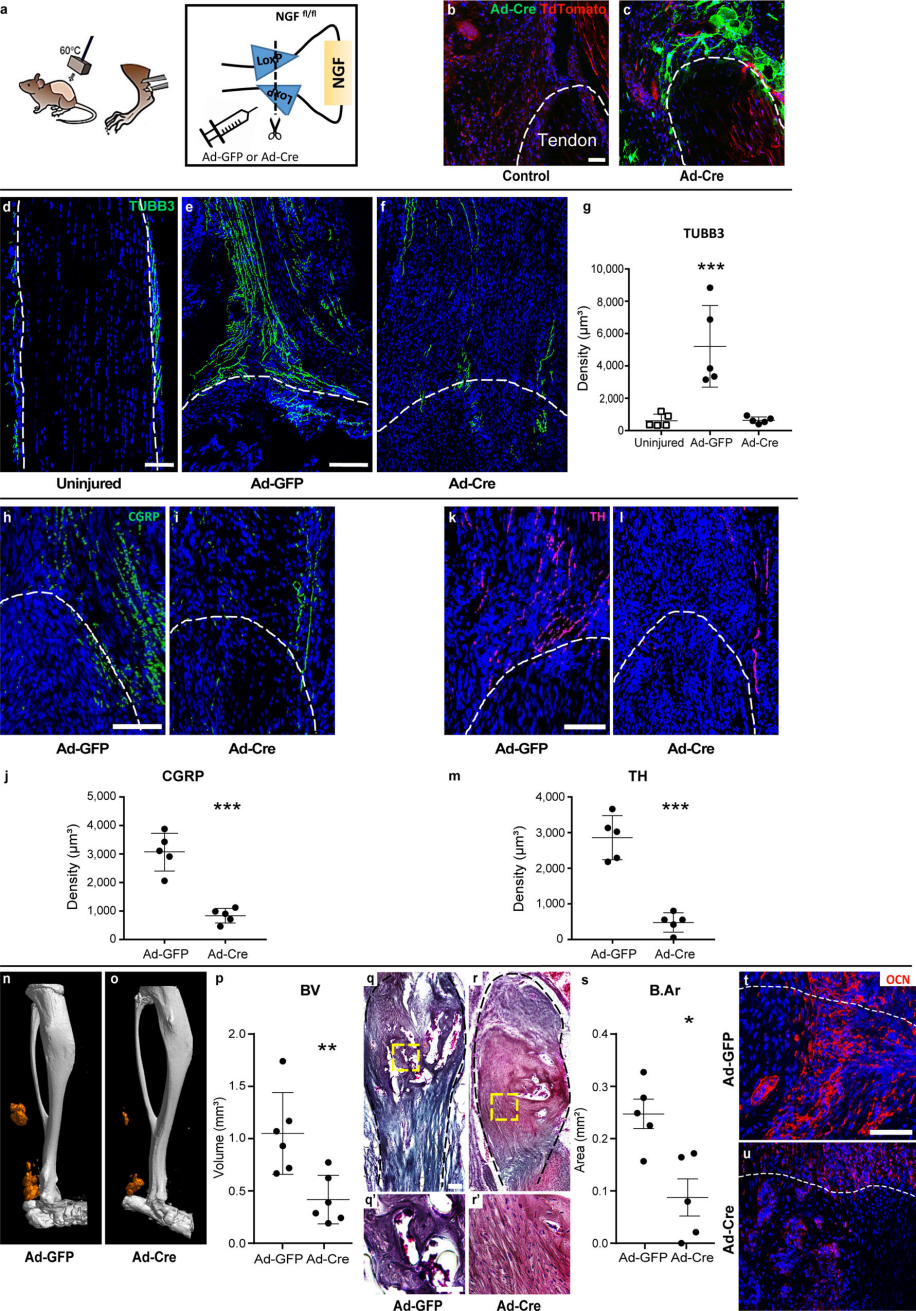
*Nerve growth factor (Ngf)* deletion abrogates heterotopic ossification (HO). **a** Schematic representation of thhe experiment. Mice with *Ngf* floxed alleles (*Ngf* ^fl/fl^) underwent local injection with Ad-Cre or Ad-GFP control, followed by HO induction. **b**, **c** Validation of Cre-recombination at the HO site among Ad-Cre-injected animals. Ad-Cre injection was performed within mT/mG reporter animals, followed by burn/tenotomy. Cells with Cre-mediated recombination appear green, 3 days post injury. Dashed lines indicate margins of the tendon. **d**–**f** TUBB3 (Beta III Tubulin) immunofluorescent staining among Ad-GFP or Ad-Cre injected *Ngf* ^fl/fl^ distal tenotomy sites, at 9 weeks post injury. **g** Quantification of TUBB3^+^ nerve density among Ad-GFP or Ad-Cre injected *Ngf*^fl/fl^ HO sites, at 9 weeks post injury in relation to uninjured control (***p < 0.001). *N* = 5 animals per group. **h**, **i** Immunohistochemical staining for calcitonin gene-related peptide (CGRP) at 9 weeks post injury among Ad-GFP- versus Ad-Cre-treated tenotomy sites. **j** Quantification of CGRP^+^ nerve density (***p < 0.001). *N* = 5 animals per group. **k**, **l** Immunohistochemical staining for tyrosine hydroxylase (TH) at 9 weeks post injury among Ad-GFP- versus Ad-Cre-treated tenotomy sites. **m** Quantification of TH^+^ nerve density (***p < 0.001). *N* = 5 animals per group. **n**, **o** μCT reconstruction of bone formation within the injured tendon among Ad-GFP- or Ad-Cre-treated groups at 9 weeks post injury. Heterotopic bone appears orange, while native bone appears white. **p** μCT quantification of heterotopic bone volume (BV), 9 weeks post injury (**p = 0.0066). *N* = 6 animals per group. **q**, **r** Modified Goldner’s trichrome staining among sagittal sections of Ad-GFP- or Ad-Cre-treated *Ngf*^fl/fl^ injury sites, 9 weeks post injury. Dashed yellow boxes represent the high magnification images shown below. **s** Histomorphometric quantification of bone area (B.Ar) within the HO site (*p = 0.021). *N* = 5 animals per group. **t**, **u** Osteocalcin (OCN) immunohistochemical staining, appearing red, at 9 weeks post injury. For all graphs, each dot represents a single animal, with a mean ± 1 SD indicated. Statistical analysis was performed using a two-way Student’s *t* test. Scale bars: 100 μm. Source data are provided as a Source Data file.

### Inhibition of TrkA abrogates HO

Having identified the central role of NGF, we next set to validate that NGF exerts its effects on nerve ingrowth and secondarily stem cell fate decisions via its high-affinity receptor TrkA. First, we used a previously validated chemical–genetic approach, in which TrkA signaling is acutely disrupted over a defined period of time. TrkA^F592A^ mice are homozygous for knock-in alleles that encode a phenylalanine-to-alanine substitution in the protein kinase subdomain V, rendering its catalytic activity sensitive to specific inhibition by the membrane-permeable, small-molecule 1NMPP1^38^. Previously, we have validated the temporal kinetics of 1NMPP1 inhibition in TrkA^F592A^ animals and verified that 1NMPP1 has no discernible direct effects on osteoblastic cells^23^. Moreover, we confirmed that 1NMPP1-treated TrkA^F592A^ mice showed no discernible phenotype of the uninjured Achilles tendon (Supplementary Fig. S9).

TrkA^F592A^ mice or TrkA^WT^ littermates were now subjected to HO induction by burn/tenotomy, and all animals provided 1NMPP1 (Fig. 6a). von Frey testing confirmed a sensory deficit within TrkA^F592A^ mice (Supplementary Fig. S1b, 38% delay in paw withdrawal in comparison to 1NMPP1-treated TrkA^WT^ littermates). As expected, TrkA^F592A^ mice demonstrated a reduction in nerve fiber frequency (Fig. 6b–g and Supplementary Fig. S10). This was first observed at baseline within the uninjured peritenon of TrkA^F592A^ animals (Fig. 6b, e and Supplementary Fig. S10). As expected, TrkA^WT^ animals demonstrated a robust invasion of TUBB3^+^ nerve fibers within the distal tenotomy site (Fig. 6c, d), which was significantly blunted among TrkA^F592A^ littermates (Fig. 6f, g). Quantitative histologic analysis was next performed using TUBB3-immunostained sections (Fig. 6h). As in prior experiments, an increase in TUBB3^+^ nerve fiber density was observed among TrkA^WT^ injury sites (up to 442% increase during 9 weeks), while no significant increase in nerve fiber frequency was observed within TrkA^F592A^ animals (Fig. 6h).

**Fig. 6:**
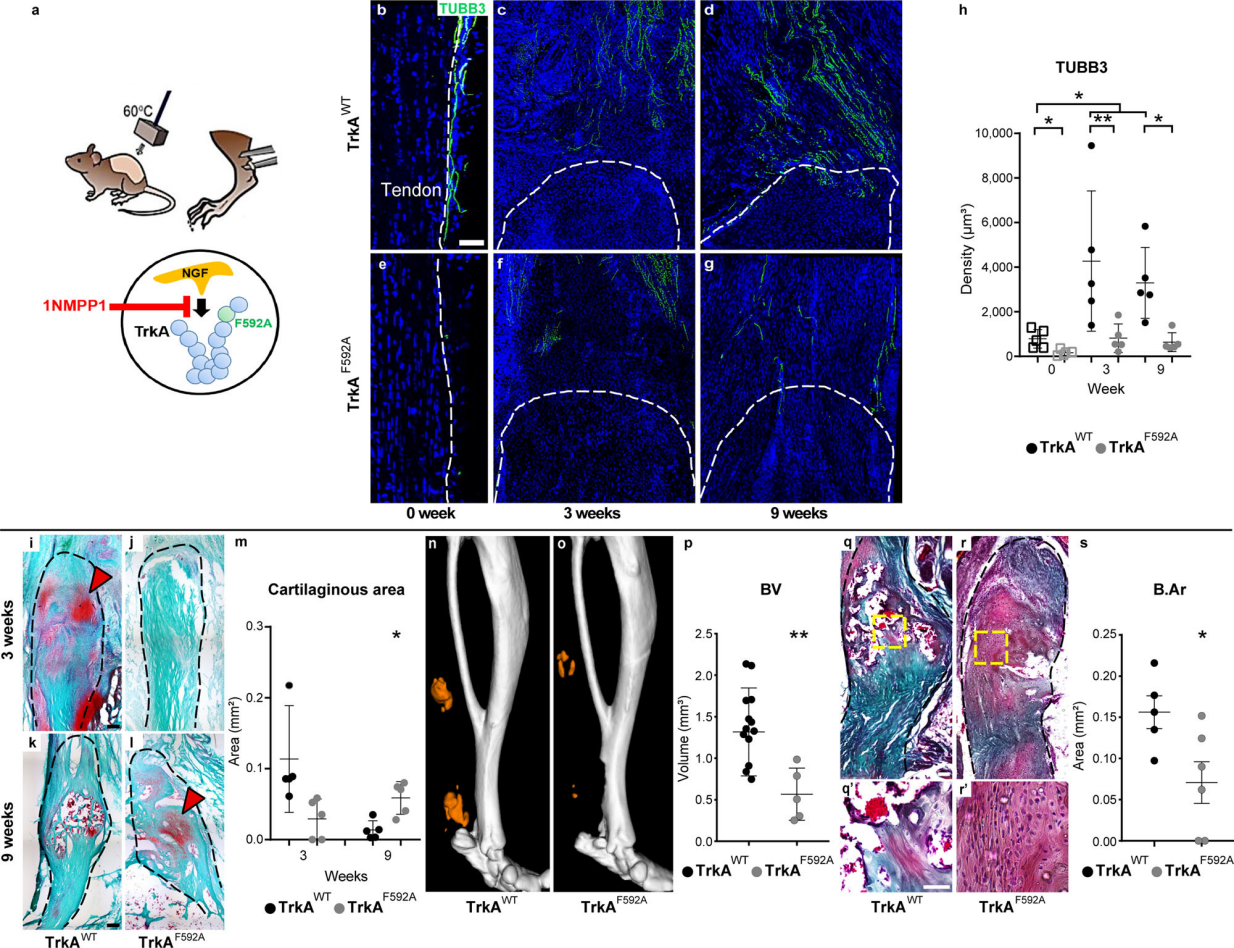
TrkA inhibition within TrkA^**F592A**^ mice inhibits heterotopic ossification (HO). **a** Schematic representation of the experiment. TrkA^F592A^ mice have a point mutation which renders them susceptible to temporally controllable inhibition of TrkA catalytic activity, via administration of the small-molecule 1NMPP1. Either TrkA^WT^ or TrkA^F592A^ animals were subjected to HO induction and both administered 1NMPP1 throughout the study period. **b**–**g** Beta III Tubulin (TUBB3) immunofluorescent staining of the distal tenotomy site as visualized using sagittal cross sections. Dashed white lines indicate edges of the Achilles tendon. **h** Quantification of TUBB3^+^ nerve density among HO sites of TrkA^WT^ or TrkA^F592A^ animals, at 3 and 9 weeks post injury in comparison to uninjured control (uninjured contralateral limb denoted as 0 week) (uninjured TrkA^WT^ versus uninjured TrkA^F592A^, *p = 0.049; uninjured TrkA^WT^ versus 3 weeks TrkA^WT^, *p = 0.012; uninjured TrkA^WT^ versus 9 weeks TrkA^WT^, *p = 0.029; 3 weeks TrkA^WT^ versus 3 weeks TrkA^F592A^, **p = 0.008; 9 weeks TrkA^WT^ versus 9 weeks TrkA^F592A^, *p = 0.013). *N* = 5 animals per group. **i**–**l** Safranin O/Fast Green staining among the distal tenotomy site of TrkA^WT^ or TrkA^F592A^ animals, 3 and 9 weeks post injury. Dashed black lines indicate the margins of the Achilles tendon. Cartilage appears orange (red arrowhead). **m** Quantification of cartilaginous area within the HO site among TrkA^WT^ or TrkA^F592A^ animals (*p = 0.035). *N* = 5 animals per group. **n**, **o** μCT reconstruction of bone formation within the injured tendon among TrkA^WT^ or TrkA^F592A^ animals at 9 weeks post injury. Heterotopic bone appears orange, while native bone appears white. **p** μCT quantification of bone volume (BV) among TrkA^WT^ or TrkA^F592A^ animals, 9 weeks post injury (**p = 0.005). *N* = 13 TrkA^WT^ animals, *N* = 5 TrkA^F592A^ animals. **q**, **r** Modified Goldner’s trichrome staining among TrkA^WT^ or TrkA^F592A^ animals, 9 weeks post injury. Dashed yellow boxes represent the high magnification images shown below. **s** Histomorphometric quantification of bone area (B.Ar) within the HO site among TrkA^WT^ or TrkA^F592A^ animals, 9 weeks post injury (*p = 0.041). *N* = 5 TrkA^WT^ animals and *N* = 6 TrkA^F592A^ animals. Scale bars: 100 μm. For all graphs, each dot represents a single animal, with mean ± 1 SD indicated. Statistical analysis performed using a two-sided one-way ANOVA with post hoc Tukey’s test (**h**) or two-way Student’s *t* test (**m**, **p**, and **s**). Source data are provided as a Source Data file.

The effects of inhibition of TrkA catalytic activity on cartilage and bone formation in HO progression was next assessed. Sagittal sections of the injured tendon were stained with Safranin O to detect cartilage within the developing HO site (Fig. 6i–m). At 3 weeks post injury, an accumulation of stained cartilage glycosaminoglycans was observed among TrkA^WT^ injury sites, which was not found among TrkA^F592A^ littermates (Fig. 6i, j). At 9 weeks, frank bone formation was observed within TrkA^WT^ tissues, while cartilage was now observed among TrkA^F592A^ hindlimbs (Fig. 6k, l). These findings of delayed endochondral ossification were again confirmed using histomorphometric analysis of serial sections to delineate C.Ar (Fig. 6m). Under TrkA^WT^ conditions, cartilaginous tissue areas were prominent at 3 weeks and barely detected at 9 weeks as endochondral ossification progressed. In contrast and in TrkA^F592A^ specimens, cartilaginous tissue was much reduced at 3 weeks (Fig. 6m, mean 83% reduction in C.Ar in TrkA^F592A^ versus TrkA^WT^ limbs at the 3-week timepoint, *p* = 0.06). Residual cartilage was confirmed at 9 weeks among TrkA^F592A^ animals (mean 243% increase in C.Ar in comparison to TrkA^WT^ animals). This delay in endochondral ossification among TrkA^F592A^ injury sites was confirmed using μCT, demonstrating a reduction in heterotopic bone visualized by μCT reconstructions (Fig. 6n, o). The quantitative μCT assessment of BV confirmed that TrkA^F592A^ animals demonstrated a significant reduction in heterotopic bone (Fig. 6p, 74% reduction within TrkA^F592A^ injury sites). Reduction in extraskeletal ossification was next confirmed using sagittal sections stained with modified Goldner’s trichrome (Fig. 6q, r). Histomorphometric assessment of B.Ar verified that TrkA^F592A^ mice had notably less heterotopic bone compared to TrkA^WT^ mice (Fig. 6s, mean 52% reduction among TrkA^F592A^ injury sites).

To further define the translational potential of TrkA inhibition for the prevention of HO, we utilized a small-molecule antagonist in clinical development, AR786, and applied this to C57BL/6J wild-type mice (Fig. 7). AR786 is a selective intracellular TrkA kinase activity inhibitor, which has an oral bioavailability^39,40^ (Fig. 7a). AR786-treated animals revealed a decline in TUBB3^+^ nerve fiber density as compared to vehicle control-treated mice (Fig. 7b–e). AR786-induced reduction of nerve fiber density was observed both within the uninjured peritenon (Fig. 7b, c) and within the injury site (Figs. 7d, e, 3 weeks post surgery). Quantitative analysis indicated an increase in TUBB3^+^ nerve fiber density among vehicle-treated mice injury sites (up to 494% increase), whereas no significant increase in nerve fiber frequency was observed within AR786-treated mice (Fig. 7f, 85% reduction in comparison to vehicle control at corresponding timepoint). Safranin O staining within sagittal sections of the injury site demonstrated an accumulation of cartilage glycosaminoglycans in control conditions, which was essentially not found in AR786-treated animals (Fig. 7g, h). Histomorphometric analysis indicated that AR786-treated mice showed 69% reduction in C.Ar in comparison to control (Fig. 7i). A similar pattern was detected in immunostaining for cartilage antigens, including SOX9 and COL2 (Fig. 7j–m). Increased immunostaining at the tenotomy site was observed among control-treated animals, but not in AR786-treated animals. Thus, TrkA inhibition via two independent methods impairs axonal ingrowth into the injured soft tissues, with a parallel reduction in trauma-induced heterotopic cartilage and bone.

**Fig. 7:**
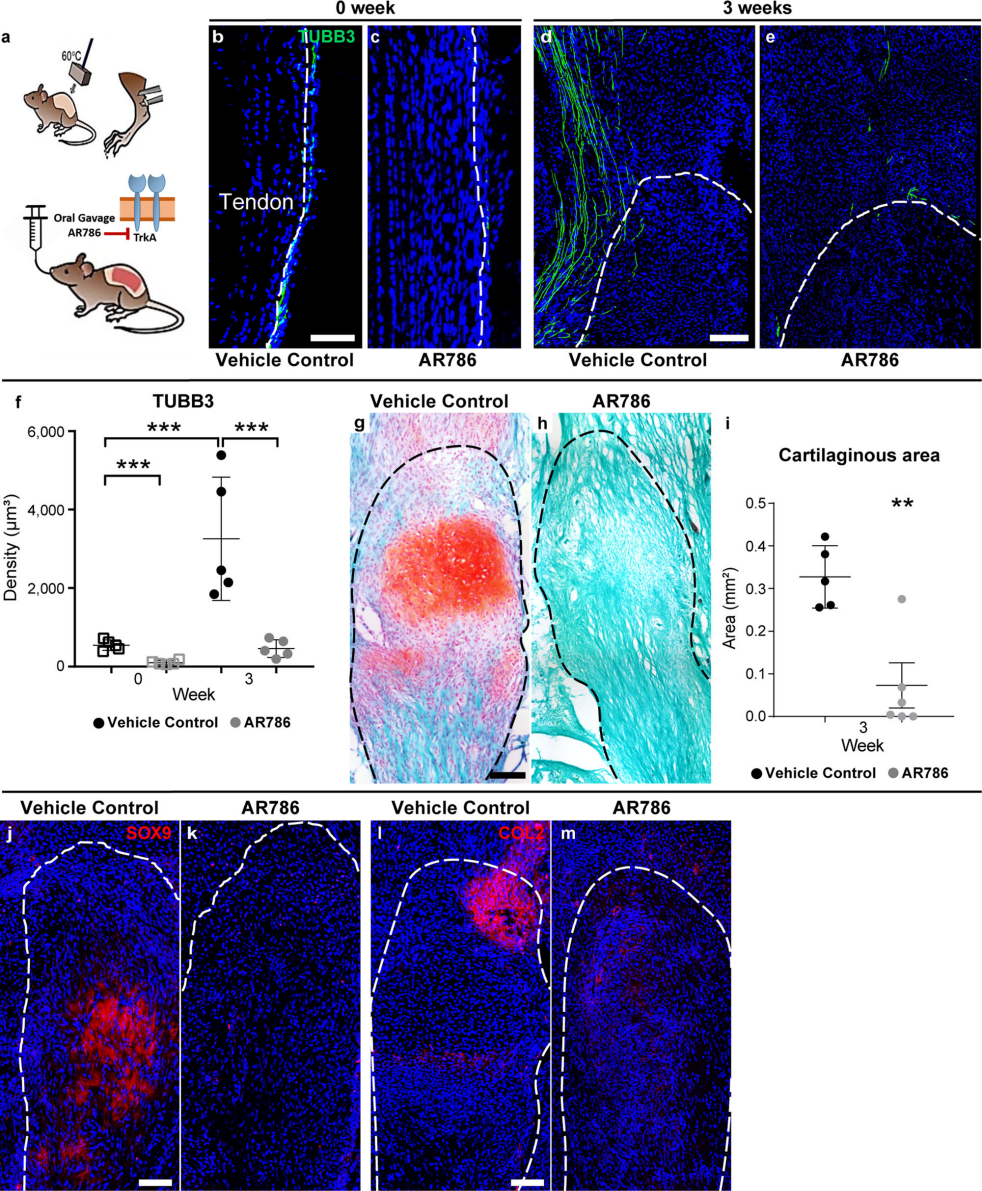
TrkA inhibition using orally bioavailable small-molecule AR786 inhibits heterotopic ossification (HO) in WT mice. **a** Schematic representation of the experiment. WT mice were administered AR786 or vehicle control throughout the study period. HO induction was performed (burn/tenotomy), with analysis at 3 weeks. **b**–**e** TUBB3^+^ immunofluorescent staining of the distal tenotomy site, as visualized using sagittal cross sections. Dashed white and black lines indicate edges of the Achilles tendon. **f** Quantification of TUBB3^+^ nerve density among HO sites of vehicle control- or AR786-treated animals, 3 weeks post injury in comparison to the uninjured tendon (uninjured vehicle control versus uninjured AR786, ***p = 0.0003; uninjured vehicle control versus 3 weeks vehicle control, ***p = 0.0001; 3 weeks vehicle control versus 3 weeks AR786, ***p = 0.0002. *N* = 5 animals per group). **g**, **h** Safranin O/Fast Green staining among the distal tenotomy site of vehicle control- or AR786-treated animals, at 3 weeks post injury. Cartilage appears orange in Safranin O/Fast Green staining. **i** Quantification of cartilaginous area within the HO site among vehicle control- or AR786-treated animals at 3 weeks post injury (**p = 0.0038). *N* = 5 animals in vehicle control, *N* = 6 animals in AR786. **j**, **k** SRY-Box transcription factor 9 (SOX9) immunostaining within injured tendon among vehicle control- or AR786-treated animals, 3 weeks post injury. **l**, **m** Collagen 2 (COL2) immunofluorescent staining of the distal tenotomy site of vehicle control- or AR786-treated mice, 3 weeks post injury. Scale bars: 100 μm. For all graphs, each dot represents a single animal, with mean ± 1 SD indicated. Statistical analysis was performed using a two-sided one-way ANOVA with post hoc Tukey’s test (**f**) or two-way Student’s *t* test (**i**). Source data are provided as a Source Data file.

### Denervation shifts TGFβ to FGF signaling activation in pre-chondrogenic cells

To better understand the downstream molecular mechanisms whereby impaired axonal ingrowth prevents aberrant osteochondral differentiation, scSeq was again performed, now in the context of sham surgery or ipsilateral sciatic neurectomy (Fig. 8a). 

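Cells were taken from the injury site of C57B6 mice 7 days after burn and tenotomy, with sham surgery or with neurectomy of the sciatic nerve, which cuts off the axons that reach the site. Single-cell RNA-sequencing counts, for each cell caught in a droplet, the transcripts of each gene as unique molecular identifiers (UMIs). The libraries of sham replicates 1, 2 and 3 and of neurectomy replicates 1 and 3 were analyzed, and neurectomy replicate 2 was not used here. The labels of these libraries give a later chemistry, a later sequencer and a shorter digestion than the methods give for the time course, and the methods give no separate protocol for these animals. The count tables hold UMIs per gene and barcode for 31053 genes, as written by Cell Ranger 3.1.0 on the mm10 genome. That of neurectomy replicate 1 breaks off after 79.5% of its entries, and the 3377 of its 4203 cells whose entries are complete were used. Total UMIs per library ranged from 56222187 to 93662343. With the limits that the methods state (at least 500 genes, at most 60000 UMIs and a mitochondrial fraction of at most 0.1), 2746, 2501 and 3607 sham cells and 2078 and 2525 neurectomy cells were kept. Their median UMIs per cell were 9791.5, 12610 and 11483 in the sham libraries and 17375 and 12218 in the neurectomy libraries. UMIs were summed over the cells of a class in each library, scaled by TMM to counts per 1000000 (CPM) and compared by edgeR's quasi-likelihood test with the library as the replicate, in 9 classes and with libraries of at least 10 cells of the class (5 for the fibrocartilage-like cells). An exact two-sided permutation of 3 libraries against 2 cannot give a p below 0.1.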

Seven days after an HO inducing injury with or without proximal neurectomy, tissue was isolated for scSeq and dimensional reduction resulted in 10 unique clusters (Fig. 8b) identified by expression of unique cell markers (Fig. 8c). 

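The injury site held connective tissue, vessel, nerve, muscle and immune cells, each with its own marker genes. Lyz2, which encodes a lysozyme of myeloid cells, was highest in macrophages at 13510 ± 355 CPM (SD, n = 5 libraries). Csf3r, the receptor for granulocyte colony-stimulating factor, was highest in neutrophils at 1400 ± 123 CPM (SD, n = 5). Myl1, a light chain of fast muscle myosin, reached 26060 ± 2962 CPM (SD, n = 5) in myogenic cells. Myf5, a transcription factor of muscle progenitors, reached 503 ± 112 CPM (SD, n = 5) in satellite cells. Emcn, a sialomucin of vessel walls, reached 470.5 ± 69.4 CPM (SD, n = 5) in endothelial cells. Cd3e, a chain of the T cell receptor complex, reached 399 ± 65.6 CPM (SD, n = 5) in T cells, and Sox10, a transcription factor of glia, 298 ± 81.3 CPM (SD, n = 5) in Schwann cells. The 13457 cells kept were integrated between the pooled sham and the pooled neurectomy cells in Seurat and fell into 22 clusters at a resolution of 0.5. Of these, 20 were assigned to 14 cell classes by marker lists, and 2 stayed unnamed. A cluster of 804 cells, named proliferating by 3 markers, also passed 6 mesenchymal markers and had a median of only 1475 UMIs per cell. By the cell cycle scores used below 22.3% of its cells were proliferating, against 32.8% of the lymphatic endothelial cluster. Its 592 sham and 212 neurectomy cells were not counted as mesenchymal, so the name is uncertain and the mesenchymal numbers leave these cells out.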

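Fibroblast-like cells and the mural cells of vessels stood apart in their structural genes. Col1a1, which encodes the α1 chain of type I collagen (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042), reached 21660 ± 2587 CPM (SD, n = 5 libraries) in mesenchymal cells. Pdgfra, a receptor for platelet-derived growth factor (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215), was also highest there at 182 ± 40.6 CPM (SD, n = 5). Acta2, smooth muscle actin (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590), reached 4200 ± 1257 CPM (SD, n = 5) in pericytes and smooth muscle cells (SMCs), against 484 ± 135 CPM (SD, n = 5) in mesenchymal cells. Between neurectomy and sham, Col1a1 had a log2 fold change of -0.01 (standard error 0.13, adjusted p = 0.977 from edgeR) and Pdgfra of 0.43 (standard error 0.16, adjusted p = 0.468 from edgeR) in mesenchymal cells. In pericytes and SMCs Acta2 was at 0.27 (standard error 0.33, adjusted p = 0.9999 from edgeR). No gene of 11526 passed edgeR's test in pericytes and SMCs, with 266 at an unadjusted p under 0.05 and 2 higher after neurectomy by DESeq2.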

Overall similarities were found to our prior dataset, including several mesodermal clusters including *Col1a1*-expressing mesenchymal clusters (clusters 2 and 5, also found to highly express *Pdgfra*), as well as an *Acta2*-expressing pericyte/SMC cluster. 

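Ngf, the gene of nerve growth factor (ENSMUSG00000027859, chromosome 3 of GRCm38 from 102469919 to 102521013), was transcribed most in pericytes and SMCs, at 61.8 ± 21.7 CPM (SD, n = 5 libraries). Mesenchymal cells held 4.41 ± 1.51 CPM (SD, n = 5) and Schwann cells 13.3 ± 2.62 CPM (SD, n = 5, from 27 UMIs), and macrophages 0.168 ± 0.133 CPM (SD, n = 5). An Ngf UMI was seen in 34.3% of pericytes and SMCs (median 18520 UMIs per cell), in 9.94% of mesenchymal cells (median 38210 UMIs) and in 0.253% of macrophages (median 14530 UMIs). With all cells thinned to 3000 UMIs the shares were 12.2%, 1.16% and 0.0598%. In pericytes and SMCs Ngf had 69.9 ± 17.7 CPM (SD, n = 3) in sham and 50.7 ± 31.3 CPM (SD, n = 2) in neurectomy samples, a log2 fold change of -0.45 (standard error 0.41, adjusted p = 0.9999 from edgeR). Neurectomy replicate 3 sets this value, since without neurectomy replicate 3 the log2 fold change was 0.07. The class pools, among others, a cluster with Myh11 and Acta2 among its leading genes (Ngf 90.27 CPM over all UMIs) and a cluster led by Rgs5. The latter (9.604 CPM) also passed 8 endothelial markers. In the former, Ngf was at 101.5, 130.0 and 76.79 CPM in sham and 84.76 and 61.93 CPM in neurectomy libraries. The class value thus also depends on the mix of clusters in each library. In mesenchymal cells the log2 fold change of Ngf was 0.78 (standard error 0.22, adjusted p = 0.429 from edgeR).

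**Figure D1:**
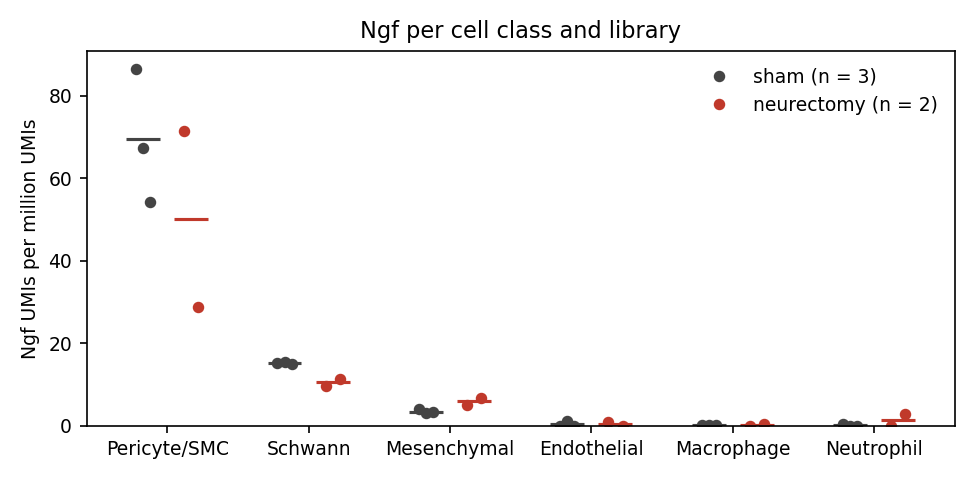
Ngf UMIs per 1000000 UMIs (vertical axis) by cell class (horizontal axis), with 1 point per library and a line at the mean of each group. Pericytes and SMCs lie between 28.8 and 86.6, above every other class shown.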

As in our prior dataset, expression of *Ngf* was again principally confined to the pericyte/SMC cluster and was unchanged by denervation (Supplementary Fig. S13). Both sham and neurectomy samples were represented in all clusters (Supplementary Fig. S12a), and cell frequencies were overall similar between sham and neurectomy conditions (Supplementary Fig. S12b).

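Macrophages made up 26.5 ± 5.96% of the cells in sham (SD, n = 3) and 25.3 ± 1.72% in neurectomy samples (SD, n = 2), and mesenchymal cells 22.0 ± 5.97% and 29.3 ± 3.32%. Pericytes and SMCs made up 4.81 ± 1.61% in sham (SD, n = 3) and 7.90 ± 1.21% in neurectomy samples (SD, n = 2), and T cells 1.71 ± 0.0943% and 1.72 ± 0.255%. The class with the largest difference was the neutrophils, at 23.2%, 7.80% and 22.1% of sham cells and 5.20% and 3.45% of neurectomy cells. None of the shares tested differed between the groups at an adjusted p under 0.05 from edgeR's test on cell numbers. The neutrophils had a log2 fold change of -2.04 (standard error 0.60, adjusted p = 0.179 from edgeR), and -2.39 without sham replicate 2 (adjusted p = 0.0132 from edgeR). Every class had cells in every library except the keratinocytes, of which neurectomy replicate 3 held 0.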

**Fig. 8:**
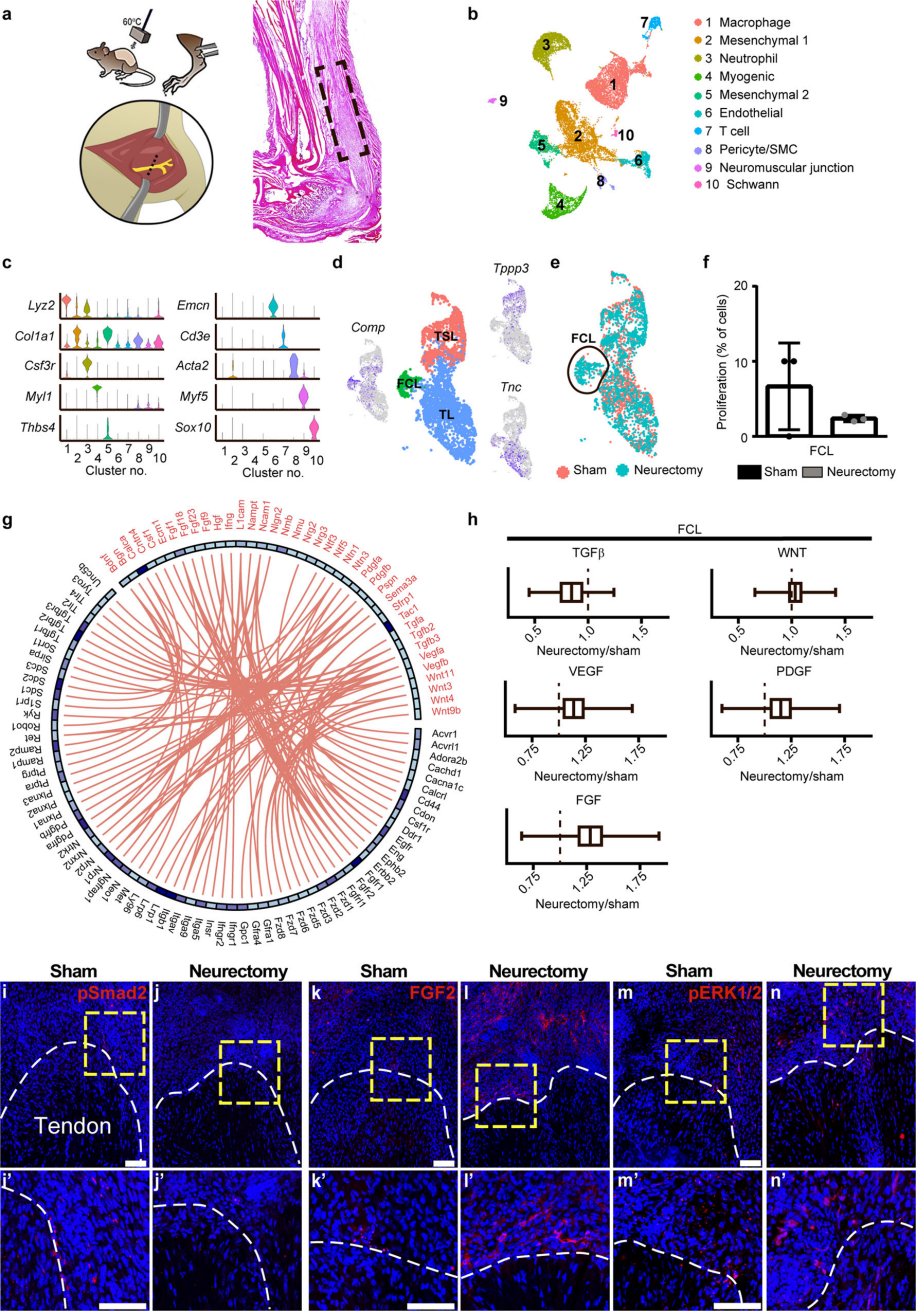
Single-cell RNA-sequencing identifies shifts in chondrogenic cell signaling after neurectomy. **a** Schematic representation of HO induction with or without proximal sciatic neurectomy (left), followed by microdissection of injury site after 7 days (right). Dashed black box represents the area of tissue dissection for single-cell RNA-sequencing. **b**, **c** UMAP projection and clustering of pooled HO-derived cells from each condition at day 7 post injury, along with violin plots to demonstrate characteristic gene markers among ten cell clusters. **d** Subclustering of mesenchymal cells reveals three cell clusters, shown by UMAP projection (center) with representative genes shown. TSL tendon sheath-like, TL tenocyte-like, and FCL fibrocartilage-like. *Tppp3* tubulin polymerization promoting protein family member 3, *Tnc* tenascin C, and *Comp* cartilage oligomeric matrix protein. **e** UMAP showing the distribution of sham and neurectomy samples across mesenchymal subcluster. **f** Proliferative index among fibrocartilage-like cells within sham or neurectomy conditions. **g** Receptor–ligand mapping for potential paracrine factors released from peptidergic nerve fibers (ligand) and mesenchymal cells (receptor). Ligands derived from among the top 275 ligands ranked by gene expression. Receptors derived from mesenchymal cell cluster from Fig. 3. **h** Signaling pathway activation scores among fibrocartilage cells under neurectomy versus sham conditions, including TGFβ, WNT, VEGF, PDGF, and FGF signaling. **i**–**n** pSmad2, FGF2, and pERK1/2 immunofluorescent staining of the distal tenotomy site, shown in sagittal cross section. Analysis performed 1 week after injury, with or without concurrent sciatic neurectomy groups. Dashed white line shows the edge of the Achilles tendon and dashed yellow boxes represent the high magnification images shown below. Graphs represent mean values (vertical line), 1st and 3rd quartiles (box), and standard deviation (whiskers) for the combined pathway gene list. Values >1 indicates increased signaling activation in neurectomy groups, while values <1 indicates increased relative expression among the sham group. Cells isolated from *N* = 3 animals per group from a single experimental replicate. See corresponding Supplementary Fig. S12 for additional analysis. Statistical analysis was performed using a two-way Student’s *t* test (**f**). Scale bar: 100 µm. Source data are provided as a Source Data file.

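Mesenchymal cells of both groups were compared over 14238 genes and over gene lists, and 4 lists passed the test as a group. Genes that respond to FGF receptors were higher after neurectomy, 13 of 15, with a median log2 fold change of 0.42 (adjusted p = 6.0e-08 from limma's camera test, and adjusted p = 0.770 with an estimated correlation), and 7 of them passed edgeR's test adjusted over the list alone. Among them, Egr1, an immediate early transcription factor, had a log2 fold change of 0.30 (standard error 0.08, adjusted p = 0.429 from edgeR) and Phlda1 of 0.34 (standard error 0.10, adjusted p = 0.429 from edgeR). Egr1 is also on the dissociation and stress and the tenocyte lists, so the list does not read FGF receptors alone. The TGFβ signaling list rose by a median log2 of 0.16, with 22 of 26 genes higher and 0 passing adjusted over the list alone (adjusted p = 0.0098 from camera, and adjusted p = 0.770 with an estimated correlation), Tgfb2 at 0.30 and Tgfbr2 at 0.40. The Hedgehog list rose by 0.36, with 10 of 11 genes higher and 1 passing adjusted over the list alone (adjusted p = 0.0017 from camera, and adjusted p = 0.770 with an estimated correlation), Ptch2, named after its values were seen. The G2M phase list of cell division fell by 0.30, with 48 of 54 genes lower and 0 passing adjusted over the list alone (adjusted p = 0.0098 from camera, and adjusted p = 0.895 with an estimated correlation). Without neurectomy replicate 3 the TGFβ list (0.13, adjusted p = 0.102) and the G2M list (-0.24, adjusted p = 0.130) missed camera's threshold. Without neurectomy replicate 1 the Hedgehog list did (0.12, adjusted p = 0.222), and without sham replicate 3 the G2M list rose (0.16, adjusted p = 0.00253). The test took 478, 719 and 715 sham and 658 and 681 neurectomy cells. None of 14238 genes passed edgeR's test alone, with 1492 at an unadjusted p under 0.05 and 43 higher and 36 lower by DESeq2.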

Mesenchymal clusters were isolated and reanalyzed, generating three unique subclusters (Fig. 8d). These clusters were identified as *Tppp3*-expressing tendon sheath-like (TSL), *Tnc*-expressing tenocyte-like (TL), and a third population enriched with cartilage markers such as *Comp* and *Thbs4*, which we designated fibrocartilage-like (FCL). 

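Tppp3, a tubulin-binding protein of tendon sheath progenitors (ENSMUSG00000014846, chromosome 8 of GRCm38 from 105467493 to 105471526), was highest in the TSL cells, at 293 CPM over all their UMIs against 18.8 in TL and 59.9 in FCL cells. Tnc, the matrix protein tenascin C (ENSMUSG00000028364, chromosome 4 from 63959785 to 64047015), was highest in TL cells at 829 CPM, against 74.9 in TSL and 499 in FCL cells. Comp (ENSMUSG00000031849, chromosome 8 from 70373558 to 70382066) reached 1435 CPM in FCL cells against 301 in TL and 371 in TSL cells, and Thbs4 (ENSMUSG00000021702, chromosome 13 from 92751590 to 92794818) 7190 CPM against 1187 and 1256. The FCL cells were led by Chad, Angptl7, Chodl, Cilp2 and Kera, of which Chad, Cilp2 and Kera encode matrix proteins. The 3251 mesenchymal cells fell into 10 sub-clusters at a resolution of 0.5, of which 5 were named by these markers, giving 669 TSL, 822 TL and 295 FCL cells. The other 5, with 1465 cells, kept no name, and 1 of them, of 79 cells led by S100a8 and S100a9, was kept out of the FCL cells as a mix with myeloid cells.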

TSL and TL cells shared gene signatures with similar cluster designations recently reported in a mouse patellar tendon repair model^41^. While TSL and TL subclusters were equally represented in both the sham and neurectomy groups, the FCL subcluster was enriched in neurectomy animals (batch size corrected, 72.6% of total) (Fig. 8e). 

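FCL cells, which transcribe genes of cartilage and tendon matrix, made up 4.81%, 8.07% and 5.46% of the mesenchymal cells in the 3 sham libraries and 9.57% and 16.5% in the 2 neurectomy libraries. The means were 6.11 ± 1.72% (SD, n = 3) and 13.0 ± 4.86% (SD, n = 2), with both neurectomy libraries above every sham library. This is a log2 fold change of 1.08 (standard error 0.72, adjusted p = 0.608 from edgeR). The exact two-sided permutation test gave p = 0.1, the lowest that 3 libraries against 2 allow. After correction for the number of all cells per group, 73.7% of FCL cells came from neurectomy samples, against 64.9% of TSL and 48.9% of TL cells. After correction for the number of mesenchymal cells these were 67.6%, 57.9% and 41.5%. Without neurectomy replicate 1 they were 76.6%, 73.9% and 39.0% by all cells. Without neurectomy replicate 3 they were 69.1%, 39.8% and 57.3%, so the TSL and TL values turn with the library. The log2 fold change of the FCL share was 1.42 without neurectomy replicate 1 (adjusted p = 0.0589 from edgeR) and 0.64 without neurectomy replicate 3 (adjusted p = 0.521). It was 1.81 without integration (adjusted p = 0.108 from edgeR) and 0.03 at a clustering resolution of 0.2. Without the FCL sub-cluster of few UMIs per cell that parts at a resolution of 1.0 it was 0.59, and with FCL cells taken as mesenchymal cells that hold both a Comp and a Thbs4 UMI it was -0.24. In the last, depth cannot be told apart from neurectomy. Neurectomy replicate 3 had a median of 24472 UMIs per mesenchymal cell, against 38843 to 42674.5 in the sham libraries.

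**Figure D2:**
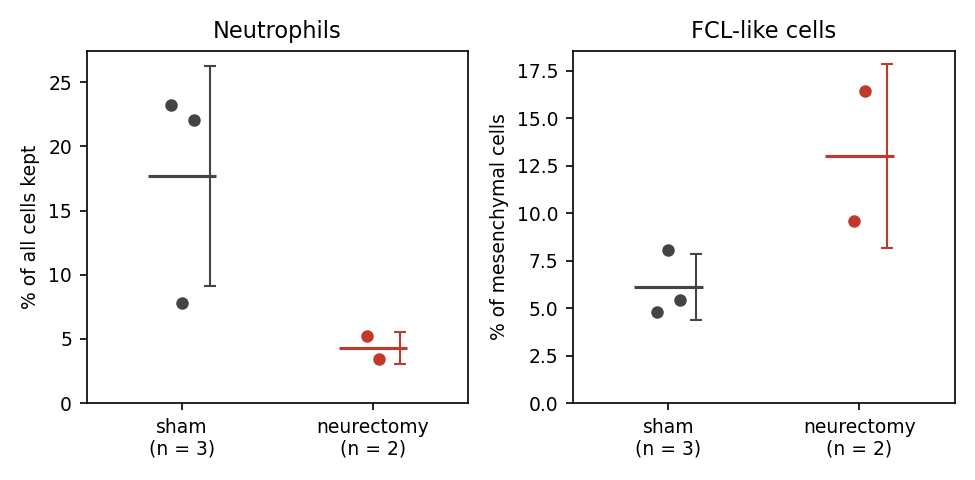
Neutrophils as percent of all cells kept (left) and FCL cells as percent of mesenchymal cells (right) in sham and neurectomy libraries, with 1 point per library, a line at the mean and a bar of 1 SD to each side. Both neurectomy libraries lie below every sham library on the left and above every sham library on the right.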

Cell cycle analyses revealed that within the FCL subcluster, neurectomy notably reduced cell proliferation (Fig. 8f).

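FCL cells that counted as proliferating, with an S or G2M score above 0.1, were 13 of 120 in sham and 13 of 175 in neurectomy samples. By Seurat's cell cycle scores with the limit of 0.1 that the methods give, 0 of 23, 4 of 58 and 9 of 39 FCL cells of the sham libraries were proliferating, and 8 of 63 and 5 of 112 of the neurectomy libraries. The shares were 0% (exact Clopper-Pearson 95% interval up to 14.8%), 6.90% (1.91 to 16.7%) and 23.1% (11.1 to 39.3%) in sham and 12.7% (5.65 to 23.5%) and 4.46% (1.47 to 10.1%) in neurectomy samples, where the intervals cover counting error only. Their means were 9.99 ± 11.9% (SD, n = 3) and 8.58 ± 5.82% (SD, n = 2), so neurectomy minus sham was -1.41 percentage points (exact two-sided permutation test, p = 0.9, lowest possible 0.1). TL cells proliferated at 10.5%, 4.65% and 20.5% in sham and 11.0% and 11.0% in neurectomy libraries, and TSL cells at 2.38%, 0% and 1.82% and 1.89% and 0.364%. The S phase list had a median log2 fold change of 0.05 in FCL cells (mean -0.04, 12 of 32 genes lower, adjusted p = 0.995 from limma's camera test) and the G2M phase list of -0.03 (25 of 48 lower, adjusted p = 0.620 from camera, test direction up), with 0 genes of either passing adjusted over the list alone. A difference in proliferation was not detectable, and the permutation could not have given a p below 0.1 at any size of difference. Neurectomy minus sham was -6.41, -2.96 and 5.13 points without sham replicates 1, 2 and 3, and -5.53 and 2.71 without neurectomy replicates 1 and 3. Its direction thus turns with the library. It was -2.98 at a mitochondrial fraction of at most 0.2, -2.82 at a resolution of 0.2, 2.50 with all cells thinned to 3000 UMIs, 3.07 by Seurat's phase call and 1.25 without the FCL sub-cluster of few UMIs per cell that parts at a resolution of 1.0.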

To better understand putative axon-to-mesenchymal cell paracrine relationships in our model, ligand–receptor mapping was performed using two single-cell datasets. All potential ligands were identified from peptidergic nociceptive fibers, using a previously generated scSeq dataset derived from lumbar dorsal root ganglia^42^. In descending frequency, secreted ligands were cross-referenced to confirm the expression of their cognate receptor(s) within mesenchymal cells of our dataset. This generated a list of 150 ligand–receptor pairs (Supplementary Fig. S11), of which 48% were growth and differentiation factors, 27% were chemokines, and 25% were neuropeptides. Selected pathways that potentially modulate chondrogenic differentiation^30^ and that have been shown to play a role in nerve–bone crosstalk are shown in Fig. 8g, and included FGF, TGFβ, PDGF, VEGF, and WNT signaling^43^.

Multiple signaling pathways may be important in axon-to-mesenchymal cell paracrine interaction during HO genesis; we next analyzed signaling activation of each pathway in the context of denervation. For this purpose, we returned to the FCL subcluster, the cell cluster that demonstrated a pre-chondrogenic gene signature after injury, and examined differences in pathway activation among sham-operated versus neurectomy groups. 

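In FCL cells 16 genes passed edgeR's test after neurectomy, among them genes of matrix, metal binding and growth. Mgp, matrix Gla protein, an inhibitor of mineralization (ENSMUSG00000030218, chromosome 6 of GRCm38 from 136872435 to 136875823), rose from 3182 ± 1164 CPM (SD, n = 3) to 12410 ± 1489 CPM (SD, n = 2), a log2 fold change of 1.96 (standard error 0.25, adjusted p = 0.0345 from edgeR). Dnm3, a dynamin (ENSMUSG00000040265, chromosome 1 from 161982453 to 162478034), rose from 28.6 ± 4.69 to 117 ± 11.8 CPM (log2 2.05, standard error 0.19, adjusted p = 0.0263 from edgeR). Apod, a lipocalin (ENSMUSG00000022548, chromosome 16 from 31296192 to 31314808), rose from 378 ± 53.8 to 1191 ± 227 CPM (log2 1.66, standard error 0.18, adjusted p = 0.0263 from edgeR). The metallothioneins Mt1 (log2 1.36) and Mt2 (1.53) and the growth regulator Myc (1.31) rose as well. Tnn, the matrix protein tenascin N (ENSMUSG00000026725, chromosome 1 from 160085029 to 160153580), fell from 259 ± 17.9 to 87.4 ± 2.07 CPM (log2 -1.57, standard error 0.16, adjusted p = 0.0263 from edgeR). So did Ptx3, the pattern receptor pentraxin 3 (ENSMUSG00000027832, chromosome 3 from 66219910 to 66225805), from 115 ± 22.5 to 24.1 ± 12.2 CPM (log2 -2.23, standard error 0.31, adjusted p = 0.0425 from edgeR). Gadd45a rose as well (log2 3.197). Among genes chosen after their values were seen, Adh1 (log2 3.495) and Clec3b (2.42), leading genes of other mesenchymal clusters, rose too, and so did Ankrd1 (5.40). Apod was likewise among the leading genes of a TSL sub-cluster at a resolution of 0.2, and Tnn among those of a TL sub-cluster. Ptx3 was among those of another mesenchymal cluster at a resolution of 1.0. These genes are thus not particular to FCL cells. Gadd45a, Ankrd1 and Mt2 (log2 2.73) also rose in myogenic cells, and Ptx3 also fell there (-2.79). In all, 13 genes rose and 3 fell of 9630 tested, with 962 at an unadjusted p under 0.05 and 39 higher and 17 lower by DESeq2. All 16 kept their direction without each library in turn, while 7, 0 and 4 of them passed the threshold without sham replicates 1, 2 and 3, 4 and 0 without neurectomy replicates 1 and 3, and 0 with the replicate number as a block, which called 5 other genes, all lower. At a resolution of 1.0 the FCL cells parted into 92 sham and 91 neurectomy cells with a median of 39805 UMIs and 30 sham and 82 neurectomy cells with a median of 11052 UMIs, with Chchd10 (log2 6.22, named after its values were seen) among the leading genes of the latter. Without the cells of the latter, 0 of 8901 genes passed edgeR's test (683 at an unadjusted p under 0.05), with Mgp at 2.11 (adjusted p = 0.0613 from edgeR) and Apod at 1.21 (adjusted p = 0.244 from edgeR), and the 14 of the 16 genes that were tested kept their direction.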

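Of 25 genes of FGF signaling measured in FCL cells, 15 were higher and 10 lower after neurectomy, with a median log2 fold change of 0.12. Of 25 genes of TGFβ signaling 17 were higher and 8 lower, with a median of 0.27. Neither list differed from the other genes (adjusted p = 0.476 for FGF and 0.0886 for TGFβ from limma's camera test). No gene of either list passed edgeR's test over all genes, and adjusted over the list alone 0 of the FGF genes and 2 of the TGFβ genes passed, the receptors Tgfbr1 (log2 0.99) and Tgfbr3 (0.88), named after their values were seen. As the mean of the gene-wise ratios of average expression, neurectomy over sham, FGF signaling was 1.07 ± 0.448 (SD over 25 genes) and TGFβ signaling 1.11 ± 0.500 (SD over 25 genes), and without its highest gene each was 1.006 and 1.032. The methods drop genes found in very few cells of a set and name no other filter on low counts. Over all genes with a UMI in both groups, FGF signaling was 1.22 ± 0.738 (SD over 33 genes) and TGFβ signaling 1.08 ± 0.515 (SD over 26 genes), and 1.12 and 1.003 without the highest gene. With neurectomy replicate 1 or 3 alone, FGF signaling was 0.9747 and 1.081 over the genes tested and 1.209 and 1.286 over all genes with a UMI in both groups. TGFβ signaling was 1.044 and 1.124, and 1.017 and 1.095. Genes that respond to FGF receptors rose as a list, 13 of 15 with a median log2 of 0.54 (adjusted p = 0.0138 from camera, and adjusted p = 0.770 with an estimated correlation), with Egr1 at 0.57 and Spred1 at 0.78. Of this list 1 gene passed adjusted over the list alone, Fosl1, which was lower (-1.90) and was named after its values were seen. Genes that respond to TGFβ had a median of 0.20 (9 of 14 higher, adjusted p = 0.468 from camera). Adjusted over the list alone Bhlhe40 (0.91), Ctgf (1.64) and Fn1 (0.53) passed as higher and Cthrc1 (-0.91) as lower, again named after their values were seen. Collagen and matrix genes fell, 15 of 19 with a median of -0.28 (adjusted p = 0.00265 from camera, and adjusted p = 0.770 with an estimated correlation), as for Col1a1 at -0.44 and Sparc at -0.33. Adjusted over the list alone Col12a1 passed as lower (-0.77), named after its values were seen. The FGF targets missed camera's threshold without sham replicate 2 (0.19, adjusted p = 0.159) and without the FCL sub-cluster of few UMIs per cell (0.275, adjusted p = 0.100), as did collagen and matrix genes without the latter (-0.06, adjusted p = 0.291). TGFβ signaling passed it, as higher, without neurectomy replicate 1 (0.27, adjusted p = 0.0115). In data simulated at this size, edgeR recovered 30.2% of 2-fold and 78.1% of 4-fold changes in FCL cells.

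**Figure D3:**
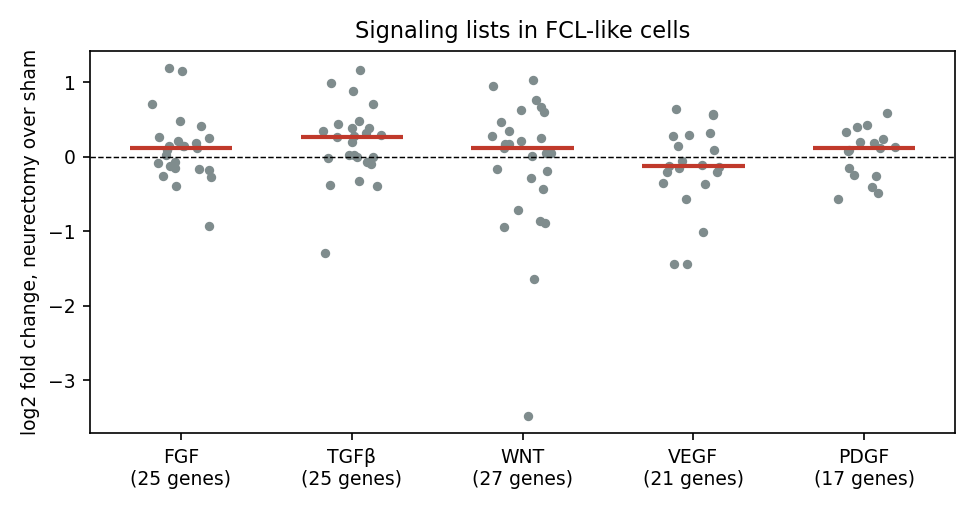
Log2 fold change, neurectomy over sham, in FCL cells (vertical axis) for each measured gene of 5 signaling lists (horizontal axis), with 1 point per gene and a line at the median. The medians lie at 0.12 for FGF, 0.27 for TGFβ, 0.12 for WNT, -0.12 for VEGF and 0.12 for PDGF.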

Average expression analyses of pathway gene lists demonstrated upregulation of FGF signaling activation and a simultaneous decrease in TGFβ signaling activation in FCL cluster cells following neurectomy (Fig. 8h). 

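Fgf2, basic fibroblast growth factor (ENSMUSG00000037225, chromosome 3 of GRCm38 from 37348346 to 37410108), had 11.1 ± 4.96 CPM (SD, n = 3) in FCL cells of sham and 22.2 ± 1.76 CPM (SD, n = 2) in those of neurectomy samples. Its log2 fold change of 1.15 (standard error 0.35) did not pass edgeR's test (adjusted p = 0.332), although both neurectomy libraries lay above every sham library. Fgfr2, a receptor for FGFs (ENSMUSG00000030849, chromosome 7 from 130162451 to 133123350), had 12.0 ± 3.82 CPM (SD, n = 3) and 27.8 ± 12.3 CPM (SD, n = 2), a log2 fold change of 1.19 (standard error 0.37, adjusted p = 0.348 from edgeR). Frs2, which docks signaling proteins to FGF receptors (ENSMUSG00000020170, chromosome 10 from 117069427 to 117148534), had a log2 fold change of 0.42 (standard error 0.29, adjusted p = 0.684 from edgeR). Fgf11 (ENSMUSG00000042826, chromosome 11 from 69796068 to 69801857) had 2 UMIs in 120 sham and 3 UMIs in 175 neurectomy cells, too few to be tested. The values of Fgf2 rest on 36 sham and 90 neurectomy UMIs, those of Fgfr2 on 48 and 118 and those of Frs2 on 51 and 75. A UMI of Fgf2 was seen in 24 of 120 sham and 56 of 175 neurectomy cells and one of Frs2 in 38 and 63. One of Fgfr2 was seen in 31 sham and 33 neurectomy cells, so its UMIs came from a smaller share of cells after neurectomy. As ratios of average expression, neurectomy over sham, Fgf2 was 2.60, Fgfr2 1.78 and Frs2 1.69.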

Upregulation of FGF signaling following neurectomy was typified by upregulation of several genes such as *Fgf2*, *Fgf11*, *Frs2*, and *Fgfr2* (Supplementary Table S1). Downregulation of TGFβ signaling-associated genes after neurectomy included, for example, both *Tgfβ2* and *Tgfβ3*, as well as *Thbs1* and *Smad3*. 

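Of these genes, Tgfb2 (ENSMUSG00000039239, chromosome 1 of GRCm38 from 186622792 to 186705989), a TGFβ ligand, had 132 ± 26.0 CPM (SD, n = 3) in FCL cells of sham and 158 ± 8.41 CPM (SD, n = 2) in those of neurectomy samples, a log2 fold change of 0.27 (standard error 0.19, adjusted p = 0.683 from edgeR). Tgfb3, another ligand (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041), had 77.1 ± 12.4 and 104 ± 29.9 CPM (log2 0.44, standard error 0.22, adjusted p = 0.560 from edgeR). Thbs1, thrombospondin 1, which activates latent TGFβ (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133), had 364 ± 92.0 and 277 ± 134 CPM (log2 -0.39, standard error 0.32, adjusted p = 0.750 from edgeR). Smad3, which carries the signal to the nucleus (ENSMUSG00000032402, chromosome 9 from 63646767 to 63757994), had 32.6 ± 10.2 and 35.0 ± 3.79 CPM (log2 0.03, standard error 0.26, adjusted p = 0.999 from edgeR). As ratios of average expression over all FCL cells, neurectomy over sham, Tgfb2 was 1.27, Tgfb3 1.13, Thbs1 0.767 and Smad3 0.686. From the average expression of the pathway gene lists in FCL cells, the paper concludes that after neurectomy the activation of FGF signaling was higher and that of TGFβ signaling lower (Fig. 8h). The paper also bases this shift on immunostaining of the injury site for pSmad2, FGF2 and pERK1/2, proteins that were not analyzed here.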

Other pathways such as WNT, VEGF, and PDGF showed more modest changes across groups (Fig. 8h). 

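In FCL cells, 17 of 27 measured genes of WNT signaling were higher after neurectomy and 10 lower, with a median log2 fold change of 0.12 and a mean of -0.10 (adjusted p = 0.760 from limma's camera test, test direction up). Of VEGF signaling 8 of 21 genes were higher and 13 lower, with a median of -0.12 (adjusted p = 0.550 from camera). Its most abundant members included Ptgs2, an enzyme of prostaglandin synthesis, at -1.44 (standard error 0.73, adjusted p = 0.558 from edgeR). PDGF signaling had 11 of 17 genes higher and 6 lower, with a median of 0.12 (adjusted p = 0.760 from camera). No gene of the 3 lists passed edgeR's test over all genes, and 0 passed adjusted over the list alone. The mean ratios of average expression, neurectomy over sham, were 1.04 ± 0.523 for WNT (SD over 27 genes), 0.957 ± 0.526 for VEGF (SD over 21 genes) and 1.05 ± 0.278 for PDGF signaling (SD over 17 genes), and over all genes with a UMI in both groups 1.08 (39 genes), 0.970 (24 genes) and 1.05 (17 genes). With neurectomy replicate 1 or 3 alone, the latter were 1.105 and 0.940 for WNT, 1.38 and 0.815 for VEGF and 1.12 and 0.995 for PDGF signaling. The direction thus turns with the library.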

To further investigate a shift from TGFβ to FGF signaling activation, immunohistochemistry for pSmad2, FGF2, and pERK1/2 at the injury site was examined with or without surgical denervation (Fig. 8i–n). Results further supported a shift from TGFβ to FGF signaling activation among denervated injury sites, including a reduction in pSmad2 immunostaining (Fig. 8i, j), and an increase in FGF2 and pERK1/2 immunostaining (Fig. 8k–n). Thus, loss of neural input is associated with a shift from TGFβ to FGF signaling activation, potentially explaining the loss of chondrogenic differentiation.

Secondary effects of neurectomy on other non-mesenchymal cell populations were next assessed. Neutrophils were noted to slightly segregate between sham and neurectomy conditions (Supplementary Fig. S12c). 

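Neutrophils were sparse after neurectomy, with 108 and 87 cells in the 2 neurectomy libraries against 638, 195 and 796 in the 3 sham libraries. S100a8 (ENSMUSG00000056054, chromosome 3 of GRCm38 from 90668978 to 90670035) and S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721), which encode calprotectin, were their leading genes in both groups. S100a8 had 50200 CPM in sham and 43050 CPM in neurectomy neutrophils (log2 -0.22, standard error 0.27, adjusted p = 0.836 from edgeR) and S100a9 58780 and 46080 CPM (log2 -0.35, standard error 0.27, adjusted p = 0.719 from edgeR). No gene of 5446 differed between neurectomy and sham by edgeR, with 505 at an unadjusted p under 0.05 and 28 higher and 5 lower by DESeq2. Neutrophils held a median of 3224 UMIs per cell, and in simulated data of this size edgeR recovered 5.4% of 2-fold and 61.4% of 4-fold changes.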

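Of 40 chemotaxis genes measured in neutrophils 24 were lower and 16 higher after neurectomy, with no call on the list, with a median log2 fold change of -0.14 (mean -0.04, adjusted p = 0.574 from limma's camera test). Il1b, an inflammatory cytokine, was at -0.24 (standard error 0.22, adjusted p = 0.767 from edgeR) and Cxcl2, a neutrophil attractant, at 0.45 (standard error 0.29, adjusted p = 0.668 from edgeR). Adjusted over the list alone 2 genes passed, both higher after neurectomy and named after their values were seen: the chemokine Ccl3 (log2 1.33) and the chemokine-binding receptor Ccrl2 (1.21). The 5 granule genes measured had a median of -0.44 (4 lower, 0 passing adjusted over the list alone, adjusted p = 0.116 from camera), with Mmp9 at -0.44. The chemotaxis list depended on the neurectomy library: it fell without neurectomy replicate 1 (-0.51, adjusted p = 0.00307 from camera) and was 0.05 without neurectomy replicate 3 (adjusted p = 0.0547 from camera). It also fell with no filter beyond 1 count (-0.34, adjusted p = 0.0243 from camera).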

Isolation and reanalyses of this neutrophil cluster showed that DEGs enriched for GO terms associated with increased immune cell migration and chemotaxis in sham neutrophils versus neurectomy (Supplementary Fig. S12d). Macrophages were also subjected to additional analyses (Supplementary Fig. S12e). 

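In macrophages, genes of the inflammatory M1 state were lower after neurectomy, 16 of 19 measured, with a median log2 fold change of -0.41 (adjusted p = 5.1e-06 from limma's camera test, and adjusted p = 0.770 with an estimated correlation). Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38 from 129364570 to 129371139) was at -0.45 (standard error 0.33, adjusted p = 0.727 from edgeR), Ptgs2 at -0.70 (standard error 0.32, adjusted p = 0.628 from edgeR) and the antibody receptor Fcgr1 at -0.27 (standard error 0.11, adjusted p = 0.626 from edgeR). Adjusted over the list alone 1 gene passed, the costimulatory molecule Cd86 (-0.49), named after its values were seen. Genes of the M2 state had a median of 0.11, with 16 of 21 higher and 0 passing adjusted over the list alone (adjusted p = 0.310 from camera). Among them were the mannose receptor Mrc1 at 0.11 and the interleukin 1 antagonist Il1rn at -0.45 (standard error 0.12, adjusted p = 0.519 from edgeR). Interferon response genes fell with the M1 list, 18 of 21 with a median of -0.45 and 0 passing adjusted over the list alone (adjusted p = 0.000115 from camera, and adjusted p = 0.895 with an estimated correlation). Without neurectomy replicate 1 the M1 list missed camera's threshold (-0.25, adjusted p = 0.0574) and so did the interferon list (-0.31, adjusted p = 0.220), as it did without sham replicate 2 (-0.22, adjusted p = 0.235). The M2 list passed without sham replicate 2 (0.26, adjusted p = 3.3e-05) and without neurectomy replicate 1 (0.11, adjusted p = 0.0435). None of 11615 genes passed edgeR's test in macrophages, with 924 at an unadjusted p under 0.05 and 33 higher and 13 lower by DESeq2. With the replicate number as a block, 5 genes were called, all lower, and the M2 list passed as higher.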

Although changes were relatively modest, macrophages derived from neurectomy animals showed a shift in gene signature with a reduced expression of M1-related genes and a concomitant increase in M2 genes (Supplementary Fig. S12f). Of note and based on our prior studies^44^, a shift from M1- to M2-related genes would not be consistent with a direct causative role in HO reduction. Acute inflammation was next assayed at 1 week post injury using flow cytometry for quantitative assessments of inflammatory cell frequencies (Supplementary Fig. S14). Flow cytometry for inflammatory cell populations confirmed these findings, including no difference in frequency of CD11b^+^ leukocytes, F4/80^+^ macrophages, Ly6g^+^ neutrophils, and minor differences in Ly6c^high^- and Ly6c^low^-expressing monocytes with or without surgical denervation (Supplementary Fig. S14). Thus, minor differences in gene expression of populations of local myeloid cells were observed after denervation, including granulocytes and monocytes, which may play secondary roles in impacting stem cell fate after injury.

### NGF expression and axonal invasion is associated with human HO

Finally, the relevance of NGF-TrkA signaling and heterotopic bone formation in human patients was assessed. Ossification of the posterior longitudinal ligament (OPLL) is a fairly prevalent degenerative process of the supporting connective tissue of the spine, where ectopic ossifications form within ligamentous tissue. Previous literature explored the effects of cyclical mechanical strain on ligamentous cells harvested from OPLL patients^45^. Re-examination of this microarray dataset (GSE5464) demonstrated significant enrichment of *Ngf* in cultured ligament cells from OPLL patients relative to the control group (Fig. 9a, log fold change 5.48, *p* = 0.02). Associated downstream NGF signaling members (such as *MAPK8*, *MAPK14*, *PTGER4*, and *PENK*) were also increased among OPLL patient cells.

**Fig. 9:**
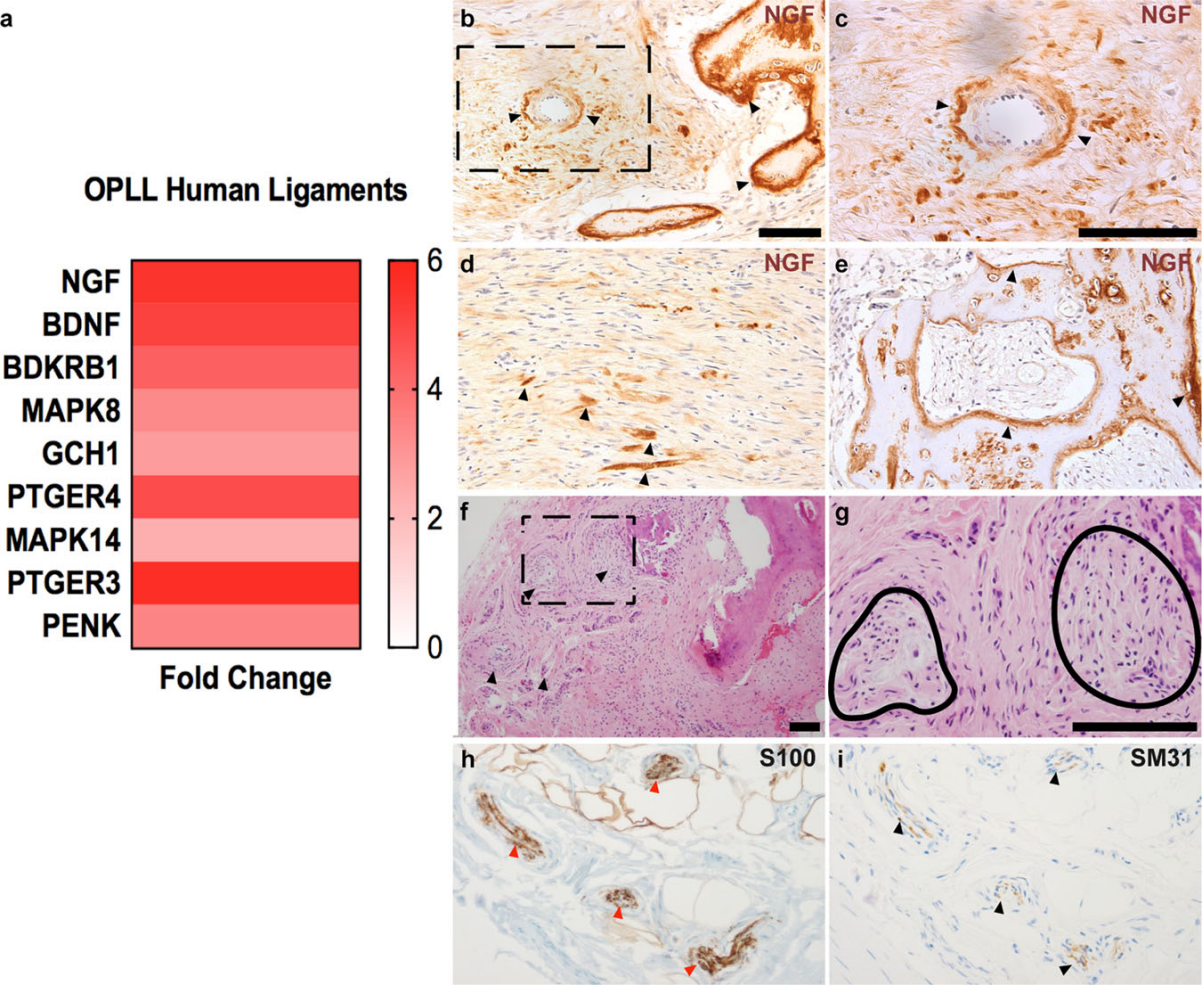
NGF-TrkA signaling and innervation within human heterotopic ossification (HO). **a** NGF signaling among ligamentous cells derived from patients with ossification of the posterior longitudinal ligament (OPLL) [GEO microarray data (GSE5464)]. *NGF* expression was increased within the OPLL group relative to the control group (log fold change 5.48, *p* = 0.02). **b**–**e** NGF immunohistochemical staining within clinical examples of (**b**, **c**) perivascular cell-associated NGF at low and high magnification. Dashed black box shows the high magnification images in panel (**c**). **d**, **e** Immunostaining of NGF in early- and late-stage human HO, respectively. NGF immunostaining appears brown, while hematoxylin counterstain appears blue. Arrowheads indicate NGF immunostaining. **f**–**i** Axonal invasion within clinical examples of late-stage human HO. **f**, **g** Representative HO sites at low and high magnification, respectively. Arrowheads and black lines indicate HO-associated nerve fibers. **h**, **i** Immunohistochemical staining to highlight nerve fibers in human HO, including (**h**) S100 (red arrowheads) and (**i**) SM31 (black arrowheads). Scale bars: 100 μm. Statistical analysis was performed using a two-way Student’s *t* test. *N* = 12 Human samples. See Supplementary Table S4 for a description of locations and demographics of human cases.

Next, NGF expression was further assayed across human tissue sections of excised HO (Fig. 9b–e). NGF immunoreactivity was present in several mesodermal cell types, including perivascular cells adjacent to bone (Fig. 9b, c). Among samples in the earliest fibroproliferative phases and before the appearance of frank bone, NGF immunoreactive cells were present within cells of fibroblastic morphology throughout the involved areas (Fig. 9d). In more mature clinical examples of HO with frank bone formation, osteoid seams and bone-associated cells demonstrated robust NGF immunoreactivity (Fig. 9b, e). Concordantly, fine nerve fibers were found at an increased frequency within the soft tissues surrounding HO excision specimens examined by routine hematoxylin and eosin (H&E) staining (Fig. 9f, g). Immunohistochemical staining for the neural antigen S100 and neurofilament SM31 helped to highlight disorganized axonal sprouting at the edges of human HO (Fig. 9h, i). Thus, human HO mirrors key elements of our experimental findings, including NGF expression among mesodermal cell types accompanied by aberrant axonal ingrowth among HO-afflicted tissues.

## Discussion

In this study, we used a combination of surgical and transgenic animal models to demonstrate the central importance of NGF-responsive TrkA-expressing nerves in the response to soft tissue trauma and subsequent aberrant stem cell differentiation to form cartilage and bone. This appears to involve NGF-expressing vascular wall-resident cells that induce neural ingrowth at incipient sites of chondro-osseous differentiation, which in turn positively regulates pathologic endochondral ossification within soft tissues. Other groups have previously examined the potential endoneurial cellular contribution to HO formation^31–33^. Importantly, this endoneurial-derived HO does not agree with prior lineage tracing studies performed by our laboratory and others^46,47^. Instead, our study demonstrates the potential central paracrine relationships between pericytes, TrkA-expressing axons, and mesenchymal progenitor cells in aberrant mesenchymal stem cell differentiation after trauma.

An important question that remains to be further assessed is the downstream molecular mechanisms by which invading axons positively regulate the evolution of HO. In particular, the secondary messengers released by axons which positively regulate cartilage or bone formation in soft tissues. In amphibian limb regeneration, numerous nerve-derived molecules have been explored including anterior gradient protein, FGFs, BMPs, and glial growth factor^26,48–51^. Using receptor–ligand matching, our experiments suggested that diverse growth and differentiation factors are present at the transcriptional level with DRG-derived sensory axons, and their cognate receptors were present with mesenchymal cells at the injury site. Of these, a shift from TGFβ signaling activation to FGF signaling activation was most apparent in the context of surgical denervation. The importance of TGFβ signaling in experimental HO formation has been described by our group and others^44,52,53^, and a loss of mesenchymal TGFβ signaling activation among denervated tissues implicates this pathway as a putative nerve-derived growth factor that drives HO formation. The activation of FGF signaling following neurectomy may have a putative effect on suppressing an osteochondrogenic program after injury. The critical significance of FGF family in normal bone development and HO formation has been documented^54,55^. Conversely, augmented FGF signaling activation in neurectomized cells may inhibit the osteochondrogenic differentiation of MSC, which would be consistent with our overall findings^56^. Alternatively, upregulation of FGF signaling following neurectomy may represent a prolonged fibroproliferative or cartilaginous phase of HO^56^.

Beyond FGF and TGFβ signaling, several other signaling pathways were considered within the present model. Substance P (SP) expression in multiple animal HO models and human samples has been well documented by immunohistochemistry^33,57,58^, and exogenous delivery of SP induces tendon-associated HO^59^. However, our single-cell analysis did not support significant *Tac1* expression (encoding SP) nor the receptor *Tacr1* in the local HO site. Of note, axons are not sampled using scRNA-seq, and the extent to which peptidergic axon-derived SP modulates HO in the present model needs to be further addressed. Other investigators have observed that Hedgehog signaling plays a well-established role in HO development^60^. In addition, Hedgehog ligands released from sensory nerve terminals induce stem cell differentiation within the tooth^61^. A similar paradigm of neural-derived Hh signaling was considered in our model; however, we were not able to demonstrate levels of Hh receptors within mesenchymal cells of our dataset. Similarly, in our prior observations, Wnt signaling activation lies downstream of TrkA-expressing neuron sensitization to mechanical loads within the long bones^62^. While increased canonical Wnt signaling has been described as a molecular contributor to HO formation^60^, in our dataset significant changes in Wnt signaling activation were not observed in the context of neurectomy. Downstream mediators of HO formation released by local axons remains a subject of further investigation.

An important additional consideration is how neuro-immune crosstalk influences HO formation. A large body of literature suggests that acute inflammation is an early microenvironmental niche factor required for HO^53,63–66^ (reviewed in ref. ^11^). In our study, slight changes in both neutrophil and monocyte/macrophage gene signatures were observed in the presence of spared versus transected proximal nerves. For example, a modest shift in macrophage phenotype was observed with M1 to M2 phenotype upon denervation. Flow cytometry showed overall similar numbers of myeloid cells, but a shift from Ly6c^low^ to Ly6c^high^ cells. In several experimental HO models, the positive regulatory role of macrophages on disease progression has been observed^65,67–70^. Likewise, we recently reported a prominent regulatory role of monocytes in our model of tenotomy-associated HO^44^. The extent to which NGF-TrkA signaling directly modulates immune cell migration or function in our model is not known. Although many inflammatory cells, including neutrophils^71^, macrophages^72^, and lymphocytes^73^, have been reported to express TrkA, our results did not find appreciable *Ngfr* or *Ntrk1* transcripts among inflammatory cell clusters. However, the role of inflammation as a prerequisite niche factor for HO is well established, and we cannot exclude that subtle alterations in the acute immune response may play a contributory role in our findings.

Finally, our study agrees with a large body of literature supporting the importance of neurovascular crosstalk in tissue repair. Nerves and blood vessels are well established to influence the growth and trajectory of one another as they grow to target tissues during organogenesis or repair^74,75^. Indeed, our own observations of a perivascular source for NGF are one example of this neurovascular crosstalk. In our own prior observations during long bone morphogenesis^23^ in stress fracture^24^, TrkA inhibition resulted in impaired vascular assembly. At least in the native skeleton, there is a clear positive regulatory relationship between invading axons and vascular ingrowth^23,24^. Our findings with *Ngf* deletion within the HO model support this functional coupling of vessels and nerves. Clinical observations with recently developed neutralizing antibodies to NGF have shown a high incidence of osteonecrosis and rapidly progressive osteoarthrosis^76,77^, which may be another reflection of impaired angiogenesis in the context of neurotrophin antagonism. Indeed, in combination, our present and published work suggest a functional coupling of axons, blood vessels, and bone-forming mesenchyme, and that NGF-TrkA signaling is a primary mechanism that links these dependent cellular processes.

The present study has several additional limitations. First, neurectomy resulted in a prominent reduction in bone formation after injury, yet persistent cartilage was identified among neurectomized animals. Given the well-established phasic nature of HO in the burn/tenotomy model^12,13^, we interpreted these results as a prominent delay in HO formation with neurectomy. Nevertheless, we have not entirely excluded the possibility that denervation completely abrogates the formation of bone independent of cartilage formation. Second, while our studies focused on the high-affinity receptor TrkA, we noted that p75 (Ngfr) expression was present locally within the injury site, particularly in pericytes/vascular SMCs. This raises interesting questions as to whether NGF-Ngfr signaling mediates important functions in HO, such as injury site vasculogenesis. A role for NGF-Ngfr signaling in VEGF-mediated angiogenic response has been observed in other contexts^78^. The potential role of NGF-p75 signaling in traumatic HO is an interesting avenue for future study. Third, our study focused on the potential molecular mediators by which local peripheral nerves regulate HO. Nevertheless, several studies have implicated Schwann cells as bone precursor cells in select contexts such as digit tip regeneration^30^, and healing of the mandible^79^. The role of peripheral nerves as a direct cellular contributor to HO requires further use of specific transgenic animal models.

Several clinical features indicate the relevance of our findings to human disease. First, HO often occurs within proximity to large peripheral nerve fibers, especially after their injury, such as the ulnar nerve after fracture^80,81^ or sciatic nerve after hip arthroplasty^82^. Second, the pain almost always precedes radiographic evidence of HO. Further, patients with HO almost universally suffer from chronic pain. Our experimental *Ngf* deletion studies demonstrate a potential targetable signaling pathway for clinical translation. Neutralizing antibodies for NGF are in the late stages of clinical development for osteoarthritic pain, including tanezumab and fasinumab, and may have potential off-label use for the prevention of HO^76,77^. Our aggregate data suggest that inhibition of NGF-TrkA signaling may have dual utility in HO patients, both as an analgesic and negative regulator of HO disease progression. Future studies must clarify the safety of antagonism of NGF signaling, particularly in light of our findings demonstrating impaired vascular assembly in the context of *Ngf* gene deletion.

## Methods

### Animal use

All animal procedures complied with relevant ethical regulations for animal testing and research, and were carried out in accordance with the guidelines provided in the Guide for the Use and Care of Laboratory Animals from the Institute for Laboratory Animal Research (ILAR, 2011) and were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Michigan (PRO0007390) or Johns Hopkins University (MO16M226 and MO19M366). All animals were housed in IACUC-supervised facilities at 18–22 °C, 50% (±20%) of relative humidity, and 12-h light–dark cycle with ad libitum access to food and water, unless otherwise stated. Wild-type C57BL/6J mice were purchased from Jackson Laboratories (Bar Harbor, ME). NGF-eGFP mice were donated by the Kawaja laboratory, which express eGFP under the control of the mouse *NGF* promoter^37^. Mice with floxed NGF alleles were generated in the Minichiello laboratory^83^. TrkA^F592A^ mice were donated from the Ginty laboratory, which are homozygous for a phenylalanine-to-alanine point mutation in exon 12 of the mouse *Ntrk1* gene (F592A)^38^. This point mutation in TrkA^F592A^ mice renders the endogenous TrkA kinase sensitive to inhibition by the membrane-permeable small-molecule 1NMPP1^38^. Mixed-gender, 6–8-week-old animals were used for all experiments. Wherever feasible, littermate analysis was performed while blinded to genotype. See Supplementary Table S2 for a list of transgenic lines used.

### Surgical procedures

Trauma-induced HO was achieved via complete transection of the Achilles tendon with concomitant 30% total body surface area partial thickness burn of the dorsum, which induces endochondral ossification of the tenotomy site over a 9-week period, as per our prior reports^34–36^.

In select experiments, surgical denervation was performed at the same time as HO induction. Proximal sciatic neurectomy was performed via a lateral thigh incision. Blunt dissection was performed through the biceps femoris to expose the sciatic nerve. The sciatic nerve was transected proximal to the trifurcation of the nerve with reflection and suturing of the proximal nerve stump to the nearby semitendinosus muscle to prevent reinnervation. As a control, sham nerve injuries consisted of surgical exposure of the sciatic nerve without transection. Incisions were sutured closed with 5-0 Vicryl suture.

In order to achieve *Ngf* deletion within the HO site, an adenovirus encoding either Cre recombinase (Ad-Cre, 1045-HT, Vector Biosystems, Malvern, PA) or GFP (Ad-GFP, 1060-HT, Vector Biosystems) was injected percutaneously in mice with *Ngf* floxed alleles^83^. The viral backbone of the adenovirus is human adenovirus type 5 with a cytomegalovirus promoter. A total of 1 × 10^9^ pore-forming unit particles were diluted in 50 μl normal saline and injected both 48 h prior to surgery and 1 h post surgery. In select experiments, the spatial distribution of recombination was assessed using the same protocol of Ad-Cre injection in mT/mG animals^84^.

In order to achieve temporal inhibition of TrkA catalytic activity in TrkA^F592A^ animals, the small-molecule 1NMPP1 was used^85^ (Aurora Analytics, LLC, Baltimore, MD). Purity (99.2%) was confirmed by HPLC-UV254, and characterization by proton nuclear magnetic resonance (400 MHz, dimethyl sulfoxide-*d*6 (DMSO-*d*6)) was consistent with structure. The stock solution was prepared at 200 mM by dissolving 1NMPP1 in DMSO. For 1NMPP1 administration, intraperitoneal injections were performed 24 h before, 2 h before and 24 h after injury using a 5 mM solution at a dosage of 17 μg/g body weight. In all cases, DMSO-containing vehicle was used for the control treatment. Animals were thereafter maintained on 1NMPP1 containing drinking water (40 μM 1NMPP1 in ddH_2_O with 1% phosphate-buffered saline (PBS)-Tween-20).

In order to achieve systemic inhibition of TrkA in C57BL/6J animals, the TrkA inhibitor AR786 was used^39,40^ (Array Biopharma, Boulder, CO, USA). The stock solution was prepared at 750 mg/ml of AR786 in DMSO) and resuspended in corn oil to make a mixture of 2% DMSO/corn oil. For AR786 administration, oral gavage was performed and mice were given 100 µl of the mixture at a dosage of 60 mg/kg daily for 3 weeks. In all cases, 100 µl of 2% DMSO/corn oil was used for the vehicle control treatment.

### RNA-seq–10× single-cell genomics

The local injury site was microdissected at baseline (*t*0) and days 3, 7, and 21, and tissues were digested for 45 min in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in Roswell Park Memorial Institute (RPMI) medium at 37 °C under constant agitation at 120 r.p.m. Digestions were subsequently quenched with 10% fetal bovine serum (FBS) RPMI and filtered through 40 μm sterile strainers. Cells were then washed in PBS with 0.04% BSA, counted and resuspended at a concentration of ~1000 cells/μl. Cell viability was assessed with Trypan blue exclusion on a Countess II (Thermo Fisher Scientific) automated counter and only samples with >85% viability were processed for further sequencing.

Single-cell 3′ library generation was performed on the 10× Genomics Chromium Controller following the manufacturer’s protocol for the v2 reagent kit (10X Genomics, Pleasanton, CA, USA). Cell suspensions were loaded onto a Chromium Single-Cell A Chip along with reverse transcription master mix and single-cell 3′ gel beads, aiming for 2000–6000 cells per channel. In this experiment, 8700 cells were encapsulated into emulsion droplets at a concentration of 700–1200 cells/μl, which targets 5000 single cells with an expected multiplet rate of 3.9%. Following generation of single-cell gel bead-in-emulsions (GEMs), reverse transcription was performed and the resulting Post GEM-RT product was cleaned up using DynaBeads MyOne Silane beads (Thermo Fisher Scientific, Waltham, MA, USA). The complementary DNA (cDNA) was amplified, SPRIselect (Beckman Coulter, Brea, CA, USA) cleaned, and quantified, and then enzymatically fragmented and size selected using SPRIselect beads to optimize the cDNA amplicon size prior to library construction. An additional round of double-sided SPRI bead cleanup is performed after end repair and A-tailing. Another single-sided cleanup is done after adapter ligation. Indexes were added during PCR amplification and a final double-sided SPRI cleanup was performed. Libraries were quantified by Kapa qPCR for Illumina Adapters (Roche) and size was determined by Agilent tapestation D1000 tapes. Read 1 primer, read 2 primer, P5, P7, and sample indices (SIs) were incorporated per standard GEM generation and library construction via end repair, A-tailing, adaptor ligation, and PCR. Libraries were generated with unique SIs for each sample. Libraries were sequenced on a HiSeq 4000 (Illumina, San Diego, CA, USA) using a HiSeq 4000 PE Cluster Kit (PN PE-410-1001) with HiSeq 4000 SBS Kit (100 cycles, PN FC-410-1002) reagents, loaded at 200 pM following Illumina’s denaturing, and dilution recommendations. The run configuration was 26 × 8 × 98 cycles for Read 1, Index and Read 2, respectively. Cell Ranger Single Cell Software Suite 1.3 was used to perform sample demultiplexing, barcode processing, and single-cell gene counting (alignment, barcoding, and a unique molecular identifier (UMI) count) at the University of Michigan Biomedical Core Facilities DNA Sequencing Core.

A total of ~4 billion reads were generated from the 10X Genomics sequencing analysis for 15 replicates (four replicates for days 0, 7, and 21; three replicates for day 3). The sequencing data were first preprocessed using the 10X Genomics Software Cell Ranger (10X Genomics Inc., Pleasanton, CA, USA) and aligned to mm10 genome. Downstream analysis steps were performed using Seurat. Each replicate was initially considered independently. Cells with <500 genes, with >60,000 UMIs, or expressing a fraction of mitochondrial UMIs >0.1, were filtered for quality control. Samples from each time point were grouped in four time-point sets. Genes present in <3 cells per set were discarded. For each time-point set, the downstream analysis included extraction of highly variable genes, normalization, and scaling (regressing against the number of gene per cell, number of UMI per cell, fraction of mitochondrial UMIs, and cell cycle genes). After quality control, the time-point sets were merged with canonical correlation analysis based on the intersection of the variable genes of the four time-point sets (3228, 5561, 12686, and 5136 cells for days 0, 3, 7, and 21, respectively). Unsupervised clustering (Louvain algorithm) was used to identify cell populations. To subcluster the pericyte/SMC cluster (1273 cells), the same procedure described above was followed after filtering out the cells not belonging to the cluster. The subclustering procedure extracted three clusters, labeled as pericytes (868 cells), SMCs (381 cells), and uncharacterized (24 cells). The uncharacterized cluster was discarded from the analysis. Repeating the analysis after discarding the uncharacterized cluster retrieved again the pericyte and SMC clusters.

Additional experiments performed for sciatic neurectomy and sham scRNA-seq samples (*N* = 3 samples per group, 8042 and 8781 cells for sham and neurectomy, respectively, obtained 7 days after injury) were next analyzed as described above. For analyses of mesenchymal subclusters (1559 and 1700 cells for sham and neurectomy, respectively), a proliferative cluster was identified, which could not be properly integrated through the use of regression of S- and G2M-phase scores and was removed prior to further analyses. To calculate cellular proliferation, the CellCycleScoring function of Seurat was used with the application of a more stringent filter of 0.1 in either the S.Score or G2M.Score to constitute a proliferating cell. For pathway analyses, KEGG pathways and manual annotation were used to generate gene lists of pathway activators. Average expression for each gene was calculated and the relative expression of cells following neurectomy versus sham was quantified.

### μCT imaging and analysis

Mouse hindlimbs were harvested and imaged 9 weeks post injury (Bruker MicroCT, 35 μm resolution and 357 μA/70 kV/beam). Scans were analyzed by blinded operators manually splining around ectopic tissue and computing volumes at multiple thresholds (GE Healthcare v.2.2, Parallax Innovations rc18): unthresholded volume corresponding to total ectopic tissue in addition to 800 Hounsfield unit (HU).

### Histology and immunohistochemistry

Specimens were harvested and placed in 4% paraformaldehyde at 4 °C for 24 h. After sequential washes in PBS × 3, samples were decalcified in 14% EDTA (1:20 volume, Sigma-Aldrich) for 14–28 days at 4 °C. Sagittal sections of the Achilles tendon were obtained using cryosections at 10 or 50 µm thickness. Thin sections (10 µm) were used for all histochemical stains and some immunohistochemistry. Thick sections (50 µm) were used for immunohistochemical stains of nerve fibers. For cryosections, samples were cryoprotected in 30% sucrose overnight at 4 °C before embedding in OCT (Tissue-Tek 4583, Torrance, CA). Sagittal sections were mounted on adhesive slides (TruBond 380, Matsunami, Bellingham, WA). Histochemical stains included routine H&E, modified Goldner’s trichrome, and Safranin O/Fast green. For immunohistochemistry, sections were washed in PBS washes in PBS × 3 for 10 min. When 50 µm sections were used, sections were next permeabilized with 0.5% Triton X for 30 min. Next, 5% normal goat serum was applied for 30 min and then incubated in primary antibodies overnight at 4 °C in a humidified chamber (see Supplementary Table S3). The following day, slides were washed in PBS, incubated in the appropriate secondary antibody, A594-Goat Anti-Rabbit IgG, or Goat Anti-Mouse IgG, for 1 h at 25 °C, and then mounted with 4′,6-diamidino-2-phenylindole mounting solution (Vectashield H-1500, Vector Laboratories, Burlingame, CA). Digital images of these sections were captured with ×10–100 objectives using upright fluorescent microscopy (Leica DM6, Leica Microsystems Inc., Buffalo Grove, IL) or confocal microscopy (Zeiss LSM780 FCS, Carl Zeiss Microscopy GmbH, Jena, Germany).

Twelve cases of nongenetic human HO were identified in our surgical pathology archives in the form of formalin-fixed, paraffin-embedded blocks (Johns Hopkins University), and the use of human pathology specimens complied with all relevant ethical regulations. All materials were coded so as to protect the confidentiality of personal health information and obtained under Johns Hopkins University Institutional Review Board approval with informed consent. All cases were reviewed by a bone pathologist to verify the diagnostic accuracy (A.W.J.). A summary of patient demographics is provided in Supplementary Table S4. Ten-micrometer-thick paraffin sections were prepared and pretreated with xylene and different concentrations of ethanol. Antigen retrieval was performed by using trypsin enzymatic antigen retrieval solution (Cat. No. ab970, Abcam) for 15 min at room temperatue (RT). After washing in PBS, the sections were incubated in 3% hydrogen peroxide for 20 min, followed by washing with PBS. Next, the slides were blocked with 5% goat serum (Cat. No. S-1000, Vector Laboratories)) for 30 min and then probed with 0.1% PBST diluted with the appropriate antibody overnight at 4 °C. The next day, the primary antibodies were washed off with 0.01% PBST and the slides were probed with 0.01% PBST diluted anti-rabbit IgG in 1:200 concentration for 1 h. After applying both VECTASTAIN^®^ ABC Kit and DAB Peroxidase Substrate (Cat. No. SK-4100, Vector Laboratories), the samples were visualized. In some cases, dual immunohistochemistry was next performed. The slides were then rinsed thoroughly in PBS before reblocking with BIOXALL Endogenous Peroxidase and Alkaline Phosphatase Blocking Solution (Cat. No. SP-6000, Vector Laboratories) for 10 min and then 2.5% normal horse serum for 20 min at RT. After reblocking the slides, 0.1% PBST-diluted Mouse anti-PDGFRA primary was applied. After PBS wash, ImmPRESS™ AP Anti-Mouse IgG (Cat. No. MP-5402, Vector Laboratories) was applied for 30 min at RT and then VECTOR Red Alkaline Phosphatase Substrate Kit (Cat. No. SK-5100, Vector Laboratories) was applied for red color visualization.

Visualization of S100 was performed on a Benchmark Ultra Autostainer (Roche Diagnostics, Basel, Switzerland). Briefly, slides were deparaffinized and mild heat-induced epitope retrieval was achieved at 95 °C with CC1 solution (EDTA, pH 9; 950-224, Roche Diagnostics). A mouse monoclonal antibody against S100 (clone 4C4.9; predilute; 790-2914, Roche Diagnostics) was incubated for 4 min, followed by detection with a streptavidin–biotin iView Detection Kit (760-091, Roche Diagnostics). Visualization of SM31 was performed on a Leica Bond III (Leica Biosystems, Wetzlar, Germany). Briefly, slides were deparaffinized and incubated for 15 min with a mouse monoclonal antibody against Neurofilament-H (clone SMI-31, 1:20,000 dilution; NE1022, EMD Millipore, Burlington, MA), followed by BOND Polymer Refine Detection Kit (DS9800, Leica Biosystems).

### Microarray

Microarray data from human spinal ligament cells were obtained from the publicly available Gene Expression Omnibus (GEO) dataset GSE5464. In this study, human spinal ligament cells from patients with OPLL and normal controls were grown in a deformable silicone chamber and subjected to cyclical stretching for 9 h^45^. All bioinformatics analyses were performed with R and Bioconductor packages: data were normalized and summarized using robust multiarray averaging with subsequent PCA visualization. Linear modeling of differential expression was performed using standard Bioconductor packages including *limma* package via R, as previously described^86–88^. All data underwent log 2 transformation, and *p* values were adjusted for the false discovery rate using Benjamini–Hochberg procedure.

### Western blotting

Specimens were harvested, minced, and lysed in cold RIPA buffer (Thermo Fisher Scientific) with protease inhibitor (Cell Signaling Technologies, Danvers, MA). Proteins were separated by using a 4–20% gradient sodium dodecyl sulfate-polyacrylamide gel and transferred to a polyvinylidene difluoride (PVDF) membrane. Following the blotting, PVDF membranes were directly blocked with 5% nonfat milk in PBS with 0.1% Tween-20 (PBST) for 30 min at RT and then incubated with primary antibodies (Supplementary Table S3). Next, the blotted membrane underwent washing with PBST three times and was incubated with a horseradish peroxidase-conjugated secondary antibody for 1 h at RT. The membrane was visualized with a ChemiDoc imaging system (Bio-Rad, Hercules, CA). Uncropped images are presented in Supplementary Fig. S16.

### ELISA

The level of pro-NGF (Cusabio Biotech, Wuhan, China; Cat. No. CSB-EQ027721MO) in the uninjured tendon and injured Achilles tendon at days 3 and 7 post injury were measured following the instructions of the manufacturer. The optical density of each well was determined by using a microplate reader with absorbance set at 450 nm.

### von Frey testing

Behavioral testing for von Frey filament stimulus and limb withdrawal were performed^89^. Mice were placed in a clear plastic confinement with a custom-manufactured metal mesh platform allowing full access to all paws. Mice were allowed to equilibrate to their surroundings for at least 15 min. The target for stimulation was mid-plantar left hind paw, with increasingly stiff von Frey filaments presented perpendicularly to the paw. Withdrawal of the hindlimb upon introduction or immediately upon the removal of the hair were considered positive responses. After multiple stimulations, a 50% response threshold was calculated^89^.

### Open-field activity testing

Video-based tracking (ANYmaze, Stoelting Co., USA) of open-field activity was measured in four adjacent cubicle plexiglass arenas (46 × 46 cm^2^ floor area) for 10 min with a 1-min acclimation period prior to the start of the recording. Mice in their home cage were transported from the housing room to the procedure room. Each mouse was then identified by ear tag and placed into individual cages with bedding only and left undisturbed for 20 min. The floors of each quadrant were wiped with 70% ethanol and allowed to dry for 5 min. Four mice were then placed individually in one of the four arenas. With all four arenas occupied, the video-recording protocol was started. At the end of the protocol, the mice were returned to their home cage. The floors of the quadrants were cleared of debris, wiped with 70% ethanol, and allowed to dry for 5 min. The process was repeated until all the mice in the session were recorded. The open-field activity testing was repeated two times with 4 days between procedures.

### Flow cytometry

After HO induction surgery, the soft tissue around the injury site was dissected from the posterior compartment between the muscular origin and calcaneal insertion of the Achilles tendon at the indicated time points. Tissue was digested for 45 min in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in RPMI medium at 37 °C under constant agitation at 120 r.p.m. Digestions were subsequently quenched with 10% FBS RPMI and filtered through 40 μm sterile strainers. Specimens were blocked with anti-mouse CD16/32 and subsequently stained using the following antibodies: FITC:Ly6C, BV510:CD11b, APCH7:Ly6G, and BB700:F4/80 (see Supplementary Table S2). Stained and washed samples were run on a FACSAria II for cell sorting or LSRFortessa for analysis (BD) and analyzed using FlowJo software. See Supplementary Fig. S15 for further flow cytometry gating strategy information.

### Histologic image analysis and histomorphometry

All images for quantification were obtained either with upright fluorescent microscopy (Leica DM6, Leica Microsystems Inc.) or confocal microscopy (Zeiss LSM780 FCS, Carl Zeiss Microscopy GmbH) centering around the distal Achilles tenotomy site. TUBB3^+^ nerve fibers, CGRP^+^ nerve fibers, and TH^+^ nerve fibers were quantified using either the magic wand tool of Photoshop CC, 2017 with a tolerance of 30 (Adobe, San Jose, CA) using five random ×40 microscopical fields per sample or three-dimensional volumetric analysis of Imaris software v.9.3 (Oxford Instruments, Belfast, UK) using eight serial fields per sample within the injured tissue. A standardized region centered on the distal tendon was used (1000 pixel width by 2100 pixel height), which included the distal tenotomy site and immediately surrounding tissues. Longitudinal sectional slides were stained with Safranin O-Fast Green to assess C.Ar and were stained with H&E and modified Goldner’s trichrome to evaluate B.Ar. The analyses were conducted in the whole Achilles tendon with the OsteoMeasure histomorphometry analysis system (OsteoMetrics, Decatur, GA, USA). Briefly, the stained slide images were transferred from the microscope with a video camera to Osteomeasure software for assessment of C.Ar and B.Ar by manually drawing the total area of cartilaginous tissue and bone tissue, respectively. Quantification and data generation was completed with automated measurement by the Osteomeasure software.

### Reactome and DAVID gene list analysis

Reactome is a free, open-source, and peer-reviewed pathway database detailing molecular events and hierarchical relationships with extensive cross-referencing of external databases including Ensembl, Gene Ontology, PubMed, ChEBI, UniProt, OMIM, and many others^90^. Molecular participants for NGF and TrkA binding for mus musculus were identified, visualized, and exported using the Reactome pathway analysis web viewer. The resultant gene list was submitted to DAVID (database for annotation, visualization, and integrated discovery) for functional classifications and annotations^91^.

### Statistics

Quantitative data are expressed as a mean ± 1 SD with individual datapoints shown, unless otherwise stated. *P < 0.05, **P < 0.01, and ***P < 0.001 were considered significant, and adjustments were not made for multiple comparisons. The number of samples is also indicated in figure legends. A Shapiro–Wilk test for normality was performed on all datasets. Homogeneity was confirmed by a comparison of variances test. Parametric data were analyzed using an appropriate two-sided Student’s *t* test when two groups were being compared, or a two-sided one-way analysis of variance was used when more than two groups were compared, followed by a post hoc Tukey’s test to compare two groups. Nonparametric data were analyzed with a Mann–Whitney *U* test when two groups were being compared or a Kruskal–Wallis one-way analysis when more than two groups were compared. Sample size calculations were performed for experiments presented in Figs. 2 and 5 were based on an anticipated effect size range of 2.66–3.75, using our previously published data in adult mice^24^. For this scenario, with three samples per group, a two-sample *t* test would provide 80% power to detect effect sizes of at least 2.0 assuming a two-sided 0.05 level of significance. For Figs. 6 and 7, the sample size was calculated based on an anticipated effect size of 1.75 based on our prior data in TrkA mice. For this scenario, with five samples per group, a two-sample *t* test would provide 80% power to detect effect sizes of at least 1.5 assuming a two-sided 0.05 level of significance. All sample size calculation was performed by using G*Power version 3.1.9.2 (Franz Faul, Universitat Kiel, Germany).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequencing data are available through NCBI Gene Expression Omnibus at accession numbers “GSE126060” and “GSE163446.” Microarray data from human spinal ligament cells were obtained from the publicly available Gene Expression Omnibus (GEO) dataset “GSE5464.” All other relevant data supporting the findings of this study are included within the article and its Supplementary Materials files or from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: NGF-TrkA signaling dictates neural ingrowth and aberrant osteochondral differentiation after soft tissue trauma
**Source:** Nat Commun. 2021 Aug 16;12:4939. doi: 10.1038/s41467-021-25143-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection: Cell Ranger Single Cell Software Suite 1.3
10X Genomic software Cell Ranger

Data analysis: FlowJo Software v10
Imaris Software v9.3
Osteomeasure Software

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data is available through NCBI Gene Expression Omnibus at accession numbers 'GSE126060 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126060>]' and 'GSE163446 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163446>]'. Microarray data from human spinal ligament cells was obtained from publicly available Gene Expression Omnibus (GEO) dataset 'GSE5464 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE5464>]'. Source data are provided with this paper. All other relevant data supporting the findings of this study are included within the article and its Supplementary Materials files or from the corresponding authors upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	All sample size calculation was performed by using G*Power version 3.1.9.2 (Franz Faul, Universitat Kiel, Germany). Sample size calculations were performed based on an anticipated effect size range of 2.66 - 3.75, using our previously published data in adult mice. For this scenario, with three samples per group, a two-sample t-test would provide 80% power to detect effect sizes of at least 2.0 assuming a two-sided 0.05 level of significance.
Data exclusions	No data were excluded from the data analyses
Replication	A total of ~4 billion reads were generated from the 10X Genomics sequencing analysis for fifteen replicates (4 replicates for days 0, 7, and 21; 3 replicates for day 3). All replication attempts were successful. The sequencing data was first pre-processed using the 10X Genomics software Cell Ranger (10x Genomics Inc., Pleasanton, CA, USA) and aligned to mm10 genome. Downstream analysis steps were performed using Seurat. Each replicate was initially considered independently.
Randomization	Mice were randomly assigned to treatment groups whenever feasible (for data presented in Figure 5 and 7). A Shapiro-Wilk test for normality was performed on all datasets. Homogeneity was confirmed by a comparison of variances test.
Blinding	Blinding was performed during data collection and analyses. In some experimental settings (histological analysis of Fig 2,5,6,7), the differences in histology were so obvious between groups so as to lead to unintentional unblinding during the course of analyses. MicroCT scans were analyzed by blinded operators manually splining around ectopic tissue.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Name	Vendor	Catalog No.	Concentration	Use
Anti-Aggregan	Abcam	ab3778	1:200	IF
Anti-CD11b	BD Biosciences	562950	1:100	F
Anti-CD45	BioLegend	103144	1:200	IF
Anti-CGRP	Sigma Aldrich	C8198	1:200	IF
Anti-Col2	Abcam	ab185430	1:200	IF
Anti-ColX	Abcam	ab58632	1:200	IF
Anti-FGF2	Santa Cruz	sc-365106	1:100	IF
Anti-F4/80	Abcam	ab204467	1:200	IF
Anti-F4/80	BD Biosciences	746070	1:100	F
Anti-Ly6C	BD Biosciences	553104	1:50	F
Anti-Ly6G	BD Biosciences	551459	1:100	F
Anti-NGF	Abcam	ab6199	1:100	IHC
Anti-NGF	Abcam	ab52918	1:100	WB
Anti-pro-NGF	Santa Cruz	365944	1:100	WB

Anti-Osteocalcin Abcam ab93876 1:200 IF
 Anti-PDGFR A Abcam ab15501 N/A IF
 Anti-PDGFR A Abcam ab96569 1:100 IHC
 Anti-pERK1/2 Cell Signaling 9101S 1:100 IF
 Anti-pTrkA Invitrogen PA5-37672 1:200 IF
 Anti-PGP9.5 Agilent Tech. Z511601-2 1:200 IF
 Anti-pSmad2 Invitrogen 44-244G 1:100 IF
 Anti-S100 Roche Diagnostics 790-2914 N/A IHC
 Anti-SM31 EMD Millipore NE1022 1:20,000 IHC
 Anti-SMA Abcam ab7817 1:200 IF
 Anti-SOX9 Abcam ab185230 1:200 IF
 Anti-TH EMD Millipore AB152 1:200 IF
 Anti-TNMD Abcam ab203676 1:200 IF
 Anti-TUBB3 Abcam ab18207 1:1500 IF
 Anti-Mouse IgG Vector MP-5402 1:200 IHC
 Anti-rabbit IgG, HRP Cell Signaling 7074S 1:200 WB
 GAPDH Cell Signaling 51745 1:1000 WB
 Goat Anti-Mouse IgG Abcam ab150119 1:200 IF
 Goat Anti-Rabbit IgG Vector DI-1594 1:200 IF

Validation

1. Anti-Aggregan Abcam ab3778 1:200 IF Li L et al. XIST/miR-376c-5p/OPN axis modulates the influence of proinflammatory M1 macrophages on osteoarthritis chondrocyte apoptosis. *J Cell Physiol* 235:281-293 (2020).
2. Anti-CD11b BD Biosciences 562950 1:100 F Kaji K, Takeshita S, Miyake K, Takai T, Kudo A. Functional association of CD9 with the Fc gamma receptors in macrophages. *J Immunol.* 2001; 166(5):3256-3265.
3. Anti-CD45 BioLegend 103144 1:200 IF Li Z, Meyers CA, Chang L, et al. Fracture repair requires TrkA signaling by skeletal sensory nerves. *J Clin Invest.* 2019;129(12):5137-5150.
4. Anti-CGRP Sigma Aldrich C8198 1:200 IF Südhof TC. The synaptic vesicle cycle: a cascade of protein-protein interactions. *Nature.* 1995 Jun 22;375(6533):645-53.
5. Anti-Col2 Abcam ab185430 1:200 IF Lin C, Liu L, Zeng C, Cui ZK, Chen Y, Lai P, Wang H, Shao Y, Zhang H, Zhang R, Zhao C, Fang H, Cai D, Bai X. Activation of mTORC1 in subchondral bone preosteoblasts promotes osteoarthritis by stimulating bone sclerosis and secretion of CXCL12. *Bone Res.* 2019 Feb 20;7:5.
6. Anti-ColX Abcam ab58632 1:200 IF Yu L et al. BMP9 stimulates joint regeneration at digit amputation wounds in mice. *Nat Commun* 10:424 (2019).
7. Anti-FGF2 Santa Cruz sc-365106 1:100 IF Aziz K, Sieben CJ, Jeganathan KB, Hamada M, Davies BA, Velasco ROF, Rahman N, Katzmann DJ, van Deursen JM. Mosaic-variegated aneuploidy syndrome mutation or haploinsufficiency in Cep57 impairs tumor suppression. *J Clin Invest.* 2018 Aug 1;128(8):3517-3534.
8. Anti-F4/80 Abcam ab204467 1:200 IF Kopecky C, Pandzic E, Parmar A, Szajer J, Lee V, Dupuy A, Arthur A, Fok S, Whan R, Ryder WJ, Rye KA, Cochran BJ. Translocator protein localises to CD11b+ macrophages in atherosclerosis. *Atherosclerosis.* 2019 May;284:153-159.
9. Anti-F4/80 BD Biosciences 746070 1:100 F Bodhankar S, Lapato A, Chen Y, Vandenbark AA, Saugstad JA, Offner H. Role for microglia in sex differences after ischemic stroke: importance of M2. *Metab Brain Dis.* 2015 Dec;30(6):1515-29.
10. Anti-Ly6C BD Biosciences 553104 1:50 F Wrammert J, Källberg E, Agace WW, Leanderson T. Ly6C expression differentiates plasma cells from other B cell subsets in mice. *Eur J Immunol.* 2002 Jan;32(1):97-103.
11. Anti-Ly6G BD Biosciences 551459 1:100 F Fleming TJ, Malek TR. Multiple glycosylphosphatidylinositol-anchored Ly-6 molecules and transmembrane Ly-6E mediate inhibition of IL-2 production. *J Immunol.* 1994 Sep 1;153(5):1955-62.
12. Anti-NGF Abcam ab6199 1:100 IHC Huang J, Zhao L, Fan Y, Liao L, Ma PX, Xiao G, Chen D. The microRNAs miR-204 and miR-211 maintain joint homeostasis and protect against osteoarthritis progression. *Nat Commun.* 2019 Jun 28;10(1):2876.
13. Anti-NGF Abcam ab52918 1:100 WB Chen H, Zhang J, Dai Y, Xu J. Nerve growth factor inhibits TLR3-induced inflammatory cascades in human corneal epithelial cells. *J Inflamm (Lond).* 2019 Dec 26;16:27.
14. Anti-pro-NGF Santa Cruz 365944 1:100 WB Rafa-Zabłocka K, Kreiner G, Bagińska M, Nalepa I. Selective Depletion of CREB in Serotonergic Neurons Affects the Upregulation of Brain-Derived Neurotrophic Factor Evoked by Chronic Fluoxetine Treatment. *Front Neurosci.* 2018 Sep 20;12:637.
15. Anti-Osteocalcin Abcam ab93876 1:200 IF Wang X et al. Inhibition of overactive TGF-β attenuates progression of heterotopic ossification in mice. *Nat Commun* 9:551 (2018).
16. Anti-PDGFR A Abcam ab15501 N/A IF Taniguchi, E., Nishijo, K., McCleish, A. et al. PDGFR-A is a therapeutic target in alveolar rhabdomyosarcoma. *Oncogene* 27, 6550–6560 (2008). <https://doi.org/10.1038/ncr.2008.255>
17. Anti-PDGFR A Abcam ab96569 1:100 IHC Debnath S et al. Discovery of a periosteal stem cell mediating intramembranous bone formation. *Nature* 562:133-139 (2018).
18. Anti-pERK1/2 Cell Signaling 9101S 1:100 IF Li Y, Li B, Li W, Wang Y, Akgül S, Treisman DM, Heist KA, Pierce BR, Hoff B, Ho CY, Ferguson DO, Rehemtulla A, Zheng S, Ross BD, Li JZ, Zhu Y. Murine models of IDH-wild-type glioblastoma exhibit spatial segregation of tumor initiation and manifestation during evolution. *Nat Commun.* 2020 Jul 22;11(1):3669.
19. Anti-pTrkA Invitrogen PA5-37672 1:200 IF Species: Human, Mouse, Rat / Expression System: Rabbit, IgG / Class: Polyclonal / Type: Antibody / Immunogen: Peptide sequence around phosphorylation site of tyrosine791 (P-V-Y(p)-L-D) derived from Human TrkA / Conjugate: Unconjugated
20. Anti-PGP9.5 Agilent Tech. Z511601-2 1:200 IF Meyers, C., Lee, S., Sono, T., Xu, J., Negri, S., Tian, Y., Wang, Y., Li, Z., Miller, S., Chang, L., Gao, Y., Minichiello, L., Clemens, T., & James, A. (2020). A Neurotrophic Mechanism Directs Sensory Nerve Transit in Cranial Bone. *Cell reports*, 31, 107696 - 107696.
21. Anti-pSmad2 Invitrogen 44-244G 1:100 IF Ruiz-Gutierrez M, Bölükbaşı ÖV, Alexe G, Kotini AG, Ballotti K, Joyce CE, Russell DW, Stegmaier K, Myers K, Novina CD, Papapetrou EP, Shimamura A. Therapeutic discovery for marrow failure with MDS predisposition using pluripotent stem cells. *JCI Insight.* 2019 Apr 30;5(12):e125157.
22. Anti-S100 Roche Diagnostics 790-2914 N/A IHC This antibody is intended for in vitro diagnostic (IVD) use. Ventana Medical

Systems, Inc. (Ventana) CONFIRM anti-S100 (4C4.9) Primary Antibody is a mouse monoclonal antibody (IgG2a) directed against S100 protein. This antibody is intended for use to qualitatively identify S100 protein by light microscopy in sections of formalin fixed, paraffin embedded tissue on a Ventana automated slide stainer. The clinical interpretation of any staining, or the absence of staining, must be complemented by morphological studies and evaluation of proper controls. Evaluation must be made by a qualified pathologist within the context of the patient's clinical history and other diagnostic tests.

23. Anti-SM31 EMD Millipore NE1022 1:20,000 IHC Yang CC, Alvarez RB, Engel WK, Heller SL, Askanas V. Nitric oxide-induced oxidative stress in autosomal recessive and dominant inclusion-body myopathies. *Brain*. 1998 Jun;121 (Pt 6):1089-97.

24. Anti-SMA Abcam ab7817 1:200 IF Pein M et al. Metastasis-initiating cells induce and exploit a fibroblast niche to fuel malignant colonization of the lungs. *Nat Commun* 11:1494 (2020).

25. Anti-SOX9 Abcam ab185230 1:200 IF Ichimaru S, Nakagawa S, Arai Y, et al. Hypoxia Potentiates Anabolic Effects of Exogenous Hyaluronic Acid in Rat Articular Cartilage. *Int J Mol Sci*. 2016;17(7):1013.

26. Anti-TH EMD Millipore AB152 1:200 IF Edri R, Yaffe Y, Ziller MJ, Mutukula N, Volkman R, David E, Jacob-Hirsch J, Malcov H, Levy C, Rechavi G, Gat-Viks I, Meissner A, Elkabetz Y. Analysing human neural stem cell ontogeny by consecutive isolation of Notch active neural progenitors. *Nat Commun*. 2015 Mar 23;6:6500.

27. Anti-TNMD Abcam ab203676 1:200 IF Li C, Wang N, Schäffer AA, Liu X, Zhao Z, Elliott G, Garrett L, Choi NT, Wang Y, Wang Y, Wang C, Wang J, Chan D, Su P, Cui S, Yang Y, Gao B. Mutations in COMP cause familial carpal tunnel syndrome. *Nat Commun*. 2020 Jul 20;11(1):3642.

28. Anti-TUBB3 Abcam ab18207 1:1500 IF Baral P, Umans BD, Li L, Wallrapp A, Bist M, Kirschbaum T, Wei Y, Zhou Y, Kuchroo VK, Burkett PR, Yipp BG, Liberles SD, Chiu IM. Nociceptor sensory neurons suppress neutrophil and $\gamma\delta$ T cell responses in bacterial lung infections and lethal pneumonia. *Nat Med*. 2018 May;24(4):417-426.

29. Anti-Mouse IgG Vector MP-5402 1:200 IHC Sorkin, M., Huber, A.K., Hwang, C. et al. Regulation of heterotopic ossification by monocytes in a mouse model of aberrant wound healing. *Nat Commun* 11, 722 (2020).

30. Anti-rabbit IgG, HRP Cell Signaling 7074S 1:200 WB Abboud D, Daly AF, Dupuis N, Bahri MA, Inoue A, Chevnigné A, Ectors F, Plenevaux A, Pirotte B, Beckers A, Hanson J. GPR101 drives growth hormone hypersecretion and gigantism in mice via constitutive activation of Gs and Gq/11. *Nat Commun*. 2020 Sep 21;11(1):4752.

31. GAPDH Cell Signaling 5174S 1:1000 WB Kang L, Yu H, Yang X, Zhu Y, Bai X, Wang R, Cao Y, Xu H, Luo H, Lu L, Shi MJ, Tian Y, Fan W, Zhao BQ. Neutrophil extracellular traps released by neutrophils impair revascularization and vascular remodeling after stroke. *Nat Commun*. 2020 May 19;11(1):2488.

32. Goat Anti-Mouse IgG Abcam ab150119 1:200 IF Shukla S et al. Inhibition of telomerase RNA decay rescues telomerase deficiency caused by dyskerin or PARN defects. *Nat Struct Mol Biol* 23:286-92 (2016).

33. Goat Anti-Rabbit IgG Vector DI-1594 1:200 IF Timothy S. Jarvela, Hoa A. Lam, Michael Helwig, Nikolai Lorenzen, Daniel E. Otzen, Pamela J. McLean, Nigel T. Maidment, Iris Lindberg. *Proceedings of the National Academy of Sciences* Aug 2016, 113 (32) E4708-E4715

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Male and Female, 6-8 weeks old, C57BL/6J Jackson Laboratory, Stock #000664
Male and Female, 6-8 weeks old, mT/mG Jackson Laboratory, Stock #007576
Male and Female, 6-8 weeks old, NGF-eGFP Donated from Kawaja laboratory
Male and Female, 6-8 weeks old, Ngf fl/fl Donated from Minichiello laboratory
Male and Female, 6-8 weeks old, TrkAF592A Donated from Ginty laboratory, Jackson Laboratory, Stock #022362

All animals were housed in IACUC-supervised facilities at 18°C–22°C, 50% ($\pm$ 20%) of relative humidity, 12-hr light-dark cycle with ad libitum access to food and water.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

All animal procedures were complied with all relevant ethical regulations for animal testing and research, and were carried out in accordance with the guidelines provided in the Guide for the Use and Care of Laboratory Animals from the Institute for Laboratory Animal Research (ILAR, 2011) and were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Michigan (PRO0007390) or Johns Hopkins University (MO16M226 & MO19M366).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Pathology samples were obtained from patients with a mean age of 33.3 years, and were 50% male and 50% female.

Recruitment

Subjects were not recruited for this pathology analysis.

Ethics oversight

Johns Hopkins University Institutional Review Board approval

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

After HO induction surgery, the soft tissue around the injury site was dissected from the posterior compartment between the muscular origin and calcaneal insertion of Achilles tendon at the indicated time points. Tissue was digested for 45 min in 0.3% Type 1 Collagenase and 0.4% Dispase II (Gibco) in Roswell Park Memorial Institute (RPMI) medium at 37°C under constant agitation at 120rpm. Digestions were subsequently quenched with 10% FBS RPMI and filtered through 40µm sterile strainers. Specimens were blocked with anti-mouse CD16/32 and subsequently stained using the following antibodies: FITC:Ly6C, BV510:CD11b, APCH7:Ly6G, and BB700:F4/80.

Instrument

FACSAria II for cell sorting or LSRFortessa for analysis (BD)

Software

FlowJo software.

Cell population abundance

Cell population abundance was measured among CD45, CD11b, Ly6G, Ly6C, and F4/80 cells, as determined in triplicate and using the below gating strategy.

Gating strategy

Cells were gated based on FSC vs SSC. After this, doublet exclusion was performed both by comparing FSC-height vs FSC-width and SSC-height vs. SSC-width. Propidium iodide staining determined the live cells and all negative stained cells were gated. Once this was determined, CD11b+ cells was gated. These CD11b cells were then analyzed their expression of granulocyte and myeloid cell markers, Ly6G and Ly6C respectively and gated into Ly6Chi monocytes, Ly6Clo monocytes, Ly6C and Ly6G double negative macrophages, and Ly6G positive neutrophils. Macrophages were further analyzed for their expression of macrophage marker F4/80. Unstained controls were used to determine the negative gate.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

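Single-cell RNA-sequencing libraries from the injury site of C57B6 mice, 7 days after burn and tenotomy, were compared between sham surgery and sciatic neurectomy. The paper gives 3 samples per group. Sham replicates 1, 2 and 3 and neurectomy replicates 1 and 3 were used, and neurectomy replicate 2 was not used here. Per the file headers and the methods, the deposited counts were made by the authors with Cell Ranger (3.1.0 in the headers) by alignment to mm10 and counting of UMIs per gene and barcode. The count tables hold 31053 genes. The table of neurectomy replicate 1 holds 79.5% of the entries its header states, and only the 3377 cells with complete entries were used. The libraries hold 4233, 4640 and 5348 barcodes for sham and 3377 and 4436 for neurectomy, with 67056450, 73310248, 93662343, 62558648 and 56222187 UMIs.

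Cells with fewer than 500 genes, more than 60000 UMIs or a mitochondrial fraction above 0.1 were left out, as the methods state, which kept 13457 cells. Counts were normalized per cell in Seurat 5.3.0 under R 4.3.3, and 2000 variable genes were chosen. The pooled sham cells and the pooled neurectomy cells were integrated by canonical correlation over 30 dimensions. Libraries of the same group were thus not integrated with each other. Genes, UMIs, mitochondrial fraction and S and G2M scores were regressed out in scaling. Cells were clustered by the Louvain method with 20 neighbors at a resolution of 0.5 and seed 1. Threads and processor type of the linear algebra library were fixed as well, since a first run without this, which was seen before the values given here, put some mesenchymal cells in other sub-clusters. Clusters were named from marker lists: a name needed at least 3 markers with a log2 fold of at least 1.0 over the other clusters (pseudocount 0.05) and a UMI in a share of at least 0.10 of the cells. Mesenchymal clusters other than the proliferating cluster were integrated and clustered again in the same way, and the tendon sheath-like (TSL), tenocyte-like (TL) and fibrocartilage-like (FCL) cells were named by the same rule. The criteria for naming beyond the marker lists, which look at the 10 leading genes and at markers of a second class, were set after the clusters were seen. The correction that kept a sub-cluster of 79 cells led by myeloid genes out of the FCL cells came after a first run of the tests, and the values with that sub-cluster are given in the closing section. Cells with an S or G2M score above 0.1 in Seurat counted as proliferating, as in the methods.

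UMIs were summed per library in 9 classes (mesenchymal, FCL, neutrophil, myogenic, satellite, endothelial and Schwann cells, macrophages, and pericytes with SMCs). The genes of other classes, such as T, dendritic, lymphatic endothelial and proliferating cells, were not tested. A library needed at least 10 cells of the class (5 for FCL cells), and the sums were compared by edgeR 4.0.16 with TMM scaling, its filter on low counts and the quasi-likelihood test, with the library as the replicate. Values in counts per 1000000 (CPM) in a comparison of groups are scaled by TMM, and those that describe a class are UMIs per 1000000 UMIs. Adjusted p values are by Benjamini and Hochberg, over all genes of a class, with a threshold of 0.05. Numbers of cells per class were compared by edgeR in the same way, with the total of cells as the library size, and by exact permutation. The camera test of limma 3.58.1, with a preset correlation of 0.01, was run on 58 combinations of a gene list and a class, with its p adjusted over the 58 (over the lists of FCL cells in alternatives that concern FCL cells alone). The lists were FGF, TGFβ, WNT, VEGF, PDGF and BMP signaling, FGF and TGFβ targets, Hedgehog, chondrocyte, tenocyte, osteoblast, collagen and matrix, M1, M2, MHC class II, neutrophil chemotaxis, neutrophil granule, interferon response, dissociation and stress, glycolysis and hypoxia, muscle denervation, Schwann repair, Schwann myelin, angiogenesis, S phase and G2M phase. A list of neurotrophins and neuropeptides was read per class, and lists of sex and blood genes served as checks. Pathway ratios were taken as the methods describe them: the average expression of each gene over neurectomy cells divided by that over sham cells, and the mean over a list. They are given over the genes that passed edgeR's filter and over all genes with a UMI in both groups. The methods drop genes found in very few cells of a set and name no other filter on low counts. In simulated data with known changes at the sizes of these classes, edgeR recovered 30.2% of 2-fold and 78.1% of 4-fold changes in FCL cells, and 48.5% and 84% in mesenchymal cells. Unchanged genes made up 10.34% of the calls in FCL cells, 6.99% in mesenchymal cells and 9.26% in macrophages. They made up 10.34% in pericytes and SMCs and 1.67% in neutrophils. The simulation changed more genes than were called in these classes, which eases the adjusted threshold, so recovery in the data may be lower.

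The genes named are those that the paper names for these data, the 10 with the largest rise and the 10 with the largest fall among genes that passed the test with a mean of at least 50 CPM and with the groups fully apart, and members of the lists that passed the test with up to 4 further members of the highest counts. These rules, the lists and the alternatives were set before the data were examined, apart from what is said above and from 5 alternatives chosen after seeing the data. The alternatives were DESeq2 1.42.0, library sizes without TMM, no filter beyond 1 count, each library left out in turn, the replicate number as a block, resolutions of 0.2 and 1.0, a mitochondrial fraction of at most 0.2, no integration, FCL cells taken by Comp and Thbs4 UMIs, an estimated correlation and limma's fry in place of camera, TMM on cell numbers, Seurat's phase call and thinning to 3000 UMIs per cell. Those chosen after seeing the data left out the highest 3.9% of Scrublet scores (scanpy 1.11.5), barcodes that sham replicate 1 shares with neurectomy replicate 3, or clusters of mixed markers or low counts, counted the sub-cluster led by myeloid genes as FCL cells, or left out the FCL cells that fall, at a resolution of 1.0, into the FCL sub-cluster of fewer UMIs per cell. Gene positions are from GENCODE for GRCm38. The time-course dataset, immunostaining, ligand and receptor mapping and flow cytometry were not analyzed here.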

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

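The tests of the shared barcodes were chosen after the result was seen, and the gene lists of muscle and Schwann cells were set before.

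Of the classes tested, muscle cells had the most called genes, except with the replicate number as a block (176, against 200 in Schwann cells) and without integration, where they were not tested. The paper's main text describes no gene changes in them, and its supplementary figures for these data were not at hand. In myogenic cells 199 of 5323 genes changed (88 higher, 111 lower, by edgeR), with 306 by DESeq2. The muscle denervation list rose by a median log2 of 2.45, with 16 of 16 genes higher, 9 of them past edgeR's test and 11 adjusted over the list alone (adjusted p = 2.9e-28 from camera, adjusted p = 0.127 with an estimated correlation, and adjusted p = 0.0320 by fry). Among them the myogenic factors Myog (log2 4.30, standard error 0.37, adjusted p = 0.00451 from edgeR) and Myod1 (3.12), the stress genes Ankrd1 (8.46), Gadd45a (4.16) and Cdkn1a (2.65), Runx1 (2.32) and the atrophy ligase Fbxo32 (1.098) rose. Trim63 was at 0.75 (adjusted p = 0.272 from edgeR). The spermine oxidase Smox (-3.12), the polyamine enzyme Amd1 (-3.00), the muscle transcript Myhas (-4.13) and the fast myosin-binding protein Mybpc2 (-2.91) fell. The count was 59 without sham replicate 1, 36 without neurectomy replicate 1 and 39 without neurectomy replicate 3, and each of the 199 genes kept its direction in every alternative in which it was tested.

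Schwann cells lost myelin transcripts as a list: the Schwann myelin list fell by a median log2 of -2.66, with 12 of 14 genes lower and 12 passing adjusted over the list alone (adjusted p = 1.2e-10 from camera, and adjusted p = 0.770 with an estimated correlation). Mpz was at -2.76 (standard error 0.83, adjusted p = 0.186 from edgeR), Pmp22 at -3.05, Mbp at -2.84 and Plp1 at 0.37. The Schwann repair list rose by 0.66, with 9 of 14 genes higher, 5 higher and 2 lower adjusted over the list alone (adjusted p = 0.00081 from camera, and adjusted p = 0.770 with an estimated correlation), with Ngfr at 2.27 (adjusted p = 0.175 from edgeR), Jun at -0.59 and Ncam1 at -1.69. The macrophage marker Lyz2 was lower in the same cells (-3.08, adjusted p = 0.130 from edgeR). None of 6612 genes passed edgeR's test alone, with 902 at an unadjusted p under 0.05 and 69 higher and 136 lower by DESeq2, and a library held 17 to 36 Schwann cells. The count by edgeR was 38 without sham replicate 1, 91 without sham replicate 2 and 3 without sham replicate 3, and 0 without either neurectomy replicate. The paper's main text describes no gene changes in these cells.

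Sham replicate 1 and neurectomy replicate 3 share 583 barcodes, against 62 to 129 for every other pair of libraries. If transcripts had been carried over under the same barcode, the shared barcodes would have like profiles: among 87 that pass the filters in both, 94.25% had their own counterpart as the closest profile, with a median correlation across genes of 0.551 against 0.439 for other barcodes. Their median count was 822 UMIs in sham replicate 1 and 54240 in neurectomy replicate 3, so a candidate explanation is carry-over of a small share of transcripts into sham replicate 1. No biological explanation was tested, and leaving these barcodes out changed the call or direction of no result that answers a comparison.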

How the results depend on the processing

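The alternatives that left out the highest Scrublet scores, shared barcodes or mixed clusters or the FCL sub-cluster of few UMIs per cell, or added the mixed sub-cluster, were chosen after the result was seen. All others were set before. Of 376 values recomputed for the 22 results that answer a comparison, 294 counted as unchanged. This means the same direction and side of the threshold for a tested value, and a number within 1.5 times for a count of genes, lists or shares. For the proliferating share, which has no threshold, it means a move smaller than the SD of the sham libraries, so its direction could turn (-6.41 to 5.13 points without a library) and still count. Some of the 376 values could not move, since the alternative left the cells of a class the same. This held for neutrophils, myogenic and Schwann cells at resolutions of 0.2 and 1.0. It also held for FCL cells without mixed or low-count clusters. Of 1805 values recomputed for 107 single genes, lists and cluster numbers, 1530 kept direction and side of the threshold. Another 180 kept the direction but lost the call, 73 gained one, and 20 took the other direction without a call. The cause was not tested unless the construction shows it. DESeq2 called 79 genes in mesenchymal cells, 56 in FCL cells, 46 in macrophages, 33 in neutrophils, 306 in myogenic, 15 in endothelial and 205 in Schwann cells, and 2 in pericytes and SMCs. With no filter beyond 1 count, where more genes near 0 are tested, 438 genes were called in FCL cells, 5 in macrophages, 217 in neutrophils, 692 in myogenic, 47 in endothelial and 379 in Schwann cells and 2 in pericytes and SMCs, and the chemotaxis list passed in neutrophils (-0.34, adjusted p = 0.0243). Other counts of called genes in FCL cells were 5 at a mitochondrial fraction of at most 0.2, 0 with FCL cells taken by Comp and Thbs4 UMIs 9 with the mixed sub-cluster and 0 without the FCL sub-cluster of few UMIs per cell. There the 14 genes of the 16 that were tested kept their direction, and the FGF targets (0.275, adjusted p = 0.100), collagen and matrix genes (-0.0645, adjusted p = 0.291) and glycolysis and hypoxia genes (-0.306, adjusted p = 0.100) missed the threshold. In endothelial cells 1 gene was called at a mitochondrial fraction of at most 0.2, in Schwann cells 73 without the highest Scrublet scores, and in pericytes and SMCs 2 without mixed or low-count clusters. Without integration 1 class share passed, the myogenic cells (-4.02, adjusted p = 0.0069), where most muscle cells of the neurectomy samples lay in a cluster without a name (345 neurectomy and 74 sham cells), so the myogenic genes have no comparable value there. With Comp and Thbs4 UMIs the FCL share was -0.24, TGFβ signaling passed as higher (0.14, adjusted p = 0.0190) and VEGF signaling was 0.0604. Without integration TGFβ signaling was -0.0022 and VEGF signaling 0.10. FGF signaling was -0.0221 without the highest Scrublet scores -0.0054 with the mixed sub-cluster and -0.0956 without the FCL sub-cluster of few UMIs per cell, and WNT signaling -0.11 at a resolution of 0.2, -0.0608 at a mitochondrial fraction of at most 0.2 and -0.0303 with the mixed sub-cluster. With an estimated correlation the M1 list (-0.41) had an adjusted p = 0.770 and by fry 0.686, and of the 50 lists that answer no comparison alone 0 passed with an estimated correlation and 1 by fry, against 12. In glycolysis and hypoxia genes of FCL cells the direction turned without integration (0.0838, adjusted p = 0.140). The G2M list of mesenchymal cells ranged from -0.582 to 0.157 without a library, and rose without sham replicate 3 (0.157, adjusted p = 0.00253).

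Leaving out each library in turn, where a lone neurectomy library is assumed to vary like the others, gave 0 to 16 called genes in mesenchymal cells, 0 to 9 in FCL cells, 0 to 1 in macrophages and in pericytes and SMCs, 0 to 28 in neutrophils, 36 to 153 in myogenic, 0 to 14 in endothelial and 0 to 91 in Schwann cells. It gave 0 to 1 class shares (the neutrophils without sham replicate 2, -2.39, adjusted p = 0.0132 from edgeR) and 15 to 24 other lists. Log2 values ranged from -2.39 to -1.77 for the neutrophil share, 0.640 to 1.42 for the FCL share and -1.28 to 0.0687 for Ngf in pericytes and SMCs. In FCL cells they ranged from -0.0267 to 0.161 for FGF, 0.101 to 0.272 for TGFβ, -0.0401 to 0.189 for WNT, -0.156 to -0.0497 for VEGF and -0.00608 to 0.215 for PDGF signaling. The ranges were -0.684 to -0.249 for M1, 0.00313 to 0.257 for M2 and -0.508 to 0.0499 for neutrophil chemotaxis, and -6.41 to 5.13 points for proliferating FCL cells. The 16 genes in mesenchymal cells, 28 in neutrophils and 1 in macrophages and in pericytes and SMCs came without neurectomy replicate 1, and the 14 in endothelial cells without sham replicate 2. In FCL cells 9, 1 and 9 genes were called without sham replicates 1, 2 and 3, and 9 and 0 without neurectomy replicates 1 and 3. Of the 16 called from all libraries, these held 7, 0, 4, 4 and 0. The M1 list missed the threshold without neurectomy replicate 1 (-0.25, adjusted p = 0.0574 from camera).

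With the replicate number as a block, 5 genes were called in FCL cells, all lower and none of the 16 called without a block, 5 in macrophages, 32 in endothelial and 200 in Schwann cells and 52 in pericytes and SMCs, the M2 list passed (0.32, adjusted p = 9.6e-06) and 20 other lists passed. In satellite cells, which answer no comparison and had 0 called genes, 23 were called with the block, 42 with no filter beyond 1 count, 2 by DESeq2 and 1 without TMM. It was 24, 1 and 0 without sham replicates 1, 2 and 3, and 6 and 0 without neurectomy replicates 1 and 3. The numbers do not establish a pairing, since only 1 and 3 occur in both groups. Deviations of libraries of the same number correlated across genes at 0.239 and -0.178 in mesenchymal cells and 0.132 and -0.195 in macrophages. Neurectomy replicates 1 and 3 are the only ones used of their group, so their deviations from its mean are mirror images. The correlations with replicates 1 and 3 are therefore not separate checks, and they decide nothing on a pairing.

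FCL cells were few, with 23 to 112 per library. Their number also shifted by a few cells when the threads and processor type of the linear algebra library were not fixed. That changed 3 of the called genes, of which Ptx3 was called only with them fixed. It changed no call on a list or share that answers a comparison. Removal by Scrublet's own calls was not run, since they took only 43 of 13457 cells (0.320%) and its automatic threshold failed.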

Differences from the paper's values

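No test here was chosen after the result was seen. The paper's number of neurectomy cells is 8781, against 4603 here from 2 of its 3 samples. A mitochondrial fraction of at most 0.2 gives 5334, which differs as well. For sham, the paper's 8042 stands beside 8854. The paper gives 10 clusters, against 22 here, and the alternatives set before the data were examined all differ as well (17 at a resolution of 0.2, 30 at 1.0, 22 at a mitochondrial fraction of at most 0.2 and 23 without integration). It gives 3 mesenchymal sub-clusters, against 10 here, and again all alternatives differ (7 at a resolution of 0.2, 14 at 1.0, 10 at a mitochondrial fraction of at most 0.2 and 11 without integration). Its text states no clustering resolution for these data.

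The paper's proliferating share of FCL cells after neurectomy is 2.39% (paper's SD 0.435, n = 3), against 8.58 ± 5.82% (SD, n = 2) here. Values count as different where they lie further apart than the larger SD and one is over 1.5 times the other. By this the values do not differ with FCL cells taken by Comp and Thbs4 UMIs (3.52 ± 1.42%) or at a mitochondrial fraction of at most 0.2 (7.44 ± 5.58%, where the SD is wide). They differ at a resolution of 0.2 (5.76 ± 2.74%) and 1.0 (9.42 ± 6.89%), without integration (0.490 ± 0.693%), with thinned cells (10.2%), by Seurat's phase call (27.1%) and without each library in turn (4.46 to 12.7%). For sham the paper's value is 6.67% (paper's SD 5.77, n = 3), against 9.99% here. The paper reports less proliferation after neurectomy from a parametric test on 3 samples per group. Its source values ranged from 0.0 to 10.0% in sham and from 2.0 to 2.86% in neurectomy samples, so the ranges overlap. The difference of -1.41 points here was not detectable, in a test that cannot give a p below 0.1.

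The paper shows lower TGFβ signaling in FCL cells after neurectomy, about 0.84 in Fig. 8h, read by eye, against a mean ratio of 1.11 here over 25 genes (13 above 1, and 17 higher by edgeR) and of 1.08 over 26 genes with a UMI in both groups (13 above 1). No setting run called the list lower. Its median was below 0 only without integration (-0.0022), and it was called higher with Comp and Thbs4 UMIs and without neurectomy replicate 1. For Tgfb2 (log2 0.27), Tgfb3 (0.44) and Smad3 (0.03), which the paper names as lower, the value here was not lower, while Thbs1 (-0.39) was lower, and by the ratio of average expression Smad3 (0.686) and Thbs1 (0.767) were lower. For FGF signaling, which the paper shows as higher, about 1.3 in Fig. 8h, read by eye, the mean ratio was 1.07 over 25 genes (12 above 1, and 15 higher by edgeR) and 1.22 over 33 genes with a UMI in both groups (18 above 1), the latter near the paper's and above the TGFβ value. No setting run called the list. Fgf2 (1.15), Fgfr2 (1.19) and Frs2 (0.42) were higher, as the paper names them, though not past the test, and the FGF targets passed as higher (0.54, adjusted p = 0.0138 from camera, adjusted p = 0.770 with an estimated correlation, and adjusted p = 0.159 without sham replicate 2). The paper's WNT, PDGF and VEGF values, about 1.0, 1.2 and 1.1 in Fig. 8h, read by eye, stand beside 1.04, 1.05 and 0.957 here, or 1.08, 1.05 and 0.970 over genes with a UMI in both groups. The paper's ratios compare average expression over cells, and the tests here took libraries as replicates. Its own gene lists were not at hand, so the lists here are other lists for the same pathways. The paper also bases the shift on less pSmad2 and more FGF2 and pERK1/2 immunostaining after denervation. That staining was not analyzed here, and RNA ratios do not speak to it.

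The paper reports that the genes that differ between sham and neurectomy neutrophils were enriched for GO terms of increased migration and chemotaxis in sham. The test of a fixed list here is another measure on another set of genes. The list here was lower after neurectomy without a call (-0.14), and it was called lower with no filter beyond 1 count and without neurectomy replicate 1. The paper describes higher M2 genes in macrophages after neurectomy. The list here was not called (0.11), and it was called higher with the replicate block, without sham replicate 2 and without neurectomy replicate 1. The M1 list was lower, as the paper describes it (-0.41, adjusted p = 5.1e-06 from camera), but it was not called with an estimated correlation (adjusted p = 0.770), by fry (adjusted p = 0.686) or without neurectomy replicate 1 (-0.25, adjusted p = 0.0574 from camera). The paper states that cell frequencies were similar. No class share passed the test here (3 libraries against 2), which does not show that they were alike. Neutrophils were 23.2%, 7.80% and 22.1% of sham and 5.20% and 3.45% of neurectomy cells (log2 -2.04, adjusted p = 0.179 from edgeR), and their share passed without sham replicate 2 (-2.39, adjusted p = 0.0132 from edgeR). The paper's share of FCL cells from neurectomy is 72.6% after a correction for batch size that it does not define, against 73.7% here corrected by all cells and 67.6% by mesenchymal cells. The paper's numbers of mesenchymal cells are 1559 in sham and 1700 in neurectomy samples, so more after neurectomy. Here they were 1912 and 1339, so fewer, from 2 of its 3 neurectomy samples, of which 1 table is incomplete. Ngf was highest in pericytes and SMCs, as in the paper. The paper places Ngfr mainly in pericytes and vascular SMCs in its time course, which was not analyzed here and has no cluster named as Schwann cells. In these samples, over both groups, Ngfr was higher in Schwann cells (492 CPM) than in pericytes and SMCs (25.2 CPM). The sets of classes are unlike, so the values do not conflict.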

Other observations

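The tests of the incomplete file and of blood, and of FCL cells without the sub-cluster of few UMIs per cell, were chosen after the result was seen, and the others were set before. Genes of angiogenesis fell as a list in endothelial cells, 12 of 15 with a median log2 of -0.15 and 0 passing adjusted over the list alone (adjusted p = 0.0171 from camera, adjusted p = 0.770 with an estimated correlation, and adjusted p = 0.0656 from camera without sham replicate 1). No gene of 10832 passed edgeR's test there, with 398 at an unadjusted p under 0.05 and 4 higher and 11 lower by DESeq2. In FCL cells glycolysis and hypoxia genes fell, 17 of 20 with a median of -0.40 and Gapdh at -0.40 (adjusted p = 0.0277 from camera, adjusted p = 0.895 with an estimated correlation). When adjusted over the list alone, Hk2 passed as higher (0.89), named after its values were seen. The list missed the threshold without sham replicate 3 (-0.24, adjusted p = 0.661) without neurectomy replicate 3 (-0.25, adjusted p = 0.423) and without the FCL sub-cluster of few UMIs per cell (-0.31, adjusted p = 0.100). Chondrocyte genes had a median of -0.21 in FCL cells (9 of 12 lower, adjusted p = 0.115 from camera), with Acan at -1.28 (adjusted p = 0.502 from edgeR) and Comp at 0.51 (adjusted p = 0.540 from edgeR). Tenocyte genes had a median of 0.15 (adjusted p = 0.501). When adjusted over the list alone, Thbs4 (1.22), Fmod (0.62) and Angptl7 (1.69) passed as higher and Col12a1 (-0.77) as lower, the last 3 named after their values were seen. Other lists in FCL cells did not pass camera: BMP signaling 0.11 (adjusted p = 0.311), Hedgehog 0.04 with a mean of -0.45 (adjusted p = 0.760), osteoblast -0.41 (adjusted p = 0.466), interferon response -0.19 (adjusted p = 0.850) and dissociation and stress 0.00037 (adjusted p = 0.850), with 0 genes passing adjusted over each list alone.

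In mesenchymal cells the lists that did not pass camera were FGF signaling 0.08 (adjusted p = 0.344), WNT 0.06 (0.501), VEGF 0.05 (0.727), PDGF 0.12 (0.145), BMP 0.09 (0.222), TGFβ targets -0.11 (0.715), chondrocyte -0.11 (0.501), tenocyte 0.27 (0.267), osteoblast -0.06 with a mean of 0.15 (0.850), collagen and matrix -0.01 (0.476), interferon response 0.14 (0.348), dissociation and stress 0.14 (0.267), glycolysis and hypoxia -0.18 (0.0778) and S phase -0.14 (0.0520). Adjusted over the list alone 1 gene of these passed, Hk2 (0.43, higher), named after its values were seen. In macrophages MHC class II genes were at -0.20 (7 of 7 lower, 0.121), dissociation and stress at -0.08 (0.0886) and glycolysis and hypoxia at -0.10 (0.0778), with 0 genes passing adjusted over each list alone. In neutrophils interferon response was at 0.37 with camera's direction down (0.803), glycolysis and hypoxia at -0.12 (0.344) and dissociation and stress at -0.02 (0.627). Of the last, Jun (1.02) and Atf3 (1.21) passed as higher adjusted over the list alone, named after their values were seen. In pericytes and SMCs collagen and matrix was at -0.09 (0.550), TGFβ targets at -0.01 (0.696) and dissociation and stress at 0.15 (0.0886), with 0 genes passing adjusted over each list alone. In endothelial cells dissociation and stress was at 0.05 (0.715), where Hsph1 passed as lower adjusted over the list alone (-0.88, named after its values were seen). In satellite cells the muscle denervation list was at 0.22 (0.0778), with Ankrd1 at 2.27 passing adjusted over the list alone and named after its values were seen, and dissociation and stress at -0.28 (0.139). In myogenic cells dissociation and stress was at -0.42 (0.278), of which Nr4a1, Dusp1 and Jund were lower and Hspb1 higher adjusted over the list alone, again named after their values were seen. No gene of 2182 passed edgeR's test in satellite cells, with 120 at an unadjusted p under 0.05 and 1 higher and 1 lower by DESeq2. The count by edgeR was 24 without sham replicate 1, 1 without sham replicate 2, 6 without neurectomy replicate 1, 42 with no filter beyond 1 count and 23 with the replicate number as a block.

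Of the neurotrophin and neuropeptide genes, the low-affinity receptor Ngfr was highest in Schwann cells, at 192 ± 145 CPM (SD, n = 3) in sham and 941 ± 144 CPM (SD, n = 2) in neurectomy libraries. Over all 5 libraries (SD, n = 5) Bdnf was highest in satellite cells at 100 ± 74.4 CPM and the substance P receptor Tacr1 in endothelial cells at 27.3 ± 11.7 CPM, and Ntrk1, the gene of TrkA, had 38 UMIs in all mesenchymal cells. Y-linked genes were expressed and Xist was near 0 in each of the 5 libraries.

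Neutrophils took a lower share of cells after neurectomy (log2 -2.04, adjusted p = 0.179 from edgeR), in both libraries. The values argue against the filter on genes per cell as the cause, since without it barcodes rich in S100a8 and S100a9 (at least 5% of UMIs) were 0.226 times as frequent in neurectomy as in sham samples. The incomplete table of neurectomy replicate 1 cannot account for neurectomy replicate 3, whose share was 0.442 times the lowest sham share. Less blood stays open: neurectomy replicate 3 held 1.6 times the haemoglobin of the highest sham library (1021 CPM against 638.9), but neurectomy replicate 1, at 158.7 CPM, lay within the sham range of 157.7 to 638.9, and 1 library alone does not exclude it. An effect of neurectomy on neutrophils and a difference in tissue dissociation between libraries stay open as well, as untested here. By flow cytometry at 1 week, which was not analyzed here, the paper reports that Ly6g-positive neutrophils did not differ in frequency after denervation.

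The share of mesenchymal cells with both a Comp and a Thbs4 UMI was below every sham library only in neurectomy replicate 3 (40.8%). Neurectomy replicate 1 (53.8%) lay within the sham range (59.0%, 55.8% and 52.5%). The FCL cells named by clustering were a larger share in both neurectomy libraries. Neurectomy replicate 3 held fewer UMIs per mesenchymal cell (median 24472, against 38843 to 42674.5 in the sham libraries). With cells thinned to 3000 UMIs the log2 ratio of the mean shares was -0.154, past the limit of -0.1 set before as a sign against depth. That limit did not ask that the groups lie apart, and the thinned libraries overlapped. Neurectomy replicate 3 (25.64%) lay within the sham range (22.33% to 28.67%) and neurectomy replicate 1 (22.05%) just below it. Depth and neurectomy thus cannot be told apart as the source of the lower mean share.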
